# A human pancreatic ECM hydrogel optimized for 3-D modeling of the islet microenvironment

**DOI:** 10.1038/s41598-022-11085-z

**Published:** 2022-05-03

**Authors:** Daniel M. Tremmel, Sara Dutton Sackett, Austin K. Feeney, Samantha A. Mitchell, Michael D. Schaid, Erzsebet Polyak, Peter J. Chlebeck, Sakar Gupta, Michelle E. Kimple, Luis A. Fernandez, Jon S. Odorico

**Keywords:** Cell biology, Endocrine system and metabolic diseases, Biological models

## Abstract

Extracellular matrix (ECM) plays a multitude of roles, including supporting cells through structural and biochemical interactions. ECM is damaged in the process of isolating human islets for clinical transplantation and basic research. A platform in which islets can be cultured in contact with natural pancreatic ECM is desirable to better understand and support islet health, and to recapitulate the native islet environment. Our study demonstrates the derivation of a practical and durable hydrogel from decellularized human pancreas that supports human islet survival and function. Islets embedded in this hydrogel show increased glucose- and KCl-stimulated insulin secretion, and improved mitochondrial function compared to islets cultured without pancreatic matrix. In extended culture, hydrogel co-culture significantly reduced levels of apoptosis compared to suspension culture and preserved controlled glucose-responsive function. Isolated islets displayed altered endocrine and non-endocrine cell arrangement compared to in situ islets; hydrogel preserved an islet architecture more similar to that observed in situ. RNA sequencing confirmed that gene expression differences between islets cultured in suspension and hydrogel largely fell within gene ontology terms related to extracellular signaling and adhesion. Natural pancreatic ECM improves the survival and physiology of isolated human islets.

## Introduction

The extracellular matrix (ECM) is an intricate network of proteins and polysaccharides that provides structure and biological signaling to the cells residing in each tissue of the body. In 2-D cell culture, generic ECM is sometimes supplemented to support cell growth, but in 3-D cultures and engineered tissues, ECM is often tailored to the cell or tissue type^1^. Isolated human pancreatic islets are used in vitro to study the characteristic physiology and function of islet endocrine cells, for diabetes drug discovery research, and for testing new drugs for potential β cell toxicity^2,3^. Isolated islets are also used clinically as a β cell-replacement therapy for diabetes^4,5^. Significant cell death throughout the process of isolation, culture, transplantation and engraftment prevent the therapy from achieving long-term euglycemia in many patients. Non-ECM treatments that recapitulate physiological conditions in culture have recently been reported to enhance islet health and function in vitro^6,7^.

It is well established that the process of isolating islets from the pancreas, which requires the use of collagenase and neutral protease, significantly damages the islet ECM^8–10^. The lack of ECM in islets is known to induce anoikis-mediated apoptosis, and has been shown to negatively affect islet function^11,12^. Several studies have supplemented isolated islets with purified ECM molecules in culture in a variety of ways, demonstrating improved islet health and function with restored ECM contact (reviewed in Stendahl et al., 2009)^13^. Due to the complexity of the native matrisome^14^, it has been postulated that decellularized tissue may be a superior scaffold compared to artificial and incomplete ECM environments^15–17^, and that pancreas-specific ECM may have a beneficial effect on islets^18^. Furthermore, co-transplanted ECM may have a beneficial effect on the engraftment and survival of transplanted islets^19^.

Murine, porcine, and human pancreata have been decellularized in previous studies with the intention of incorporating pancreatic ECM into 3-D cell culture models, or the recellularization of an intact decellularized organ^18,20–27^. While relatively short protocols efficiently decellularize mouse and rat pancreata, much longer treatments are necessary for larger pig and human organs. Due to species-specific differences in pancreas and islet biology^28^, potential variance in ECM composition by species^13,29,30^, and structural differences in the basement membrane architecture surrounding the islets^31^, a human pancreas ECM scaffold may be more desirable for use with human cells. In previous work, we produced a hydrogel from human pancreas ECM^26^, but high lipid content of the human pancreas prevented this protocol from being applied universally to all pancreata, and the hydrogel generated required molding into tissue culture wells and were not stable enough to maintain their shape and structure independently. For practical in vitro applications and for ease of transplantation studies, a durable and pliable gel which does not lose its shape in the absence of a mold is desirable.

In this study, we have optimized the decellularization (decell) of human pancreas for improved lipid removal, which resulted in the formation of a durable human pancreas ECM hydrogel (hP-HG). The resulting gel can easily be combined with β cells or islets for in vitro culture. Human islets cultured in hP-HG exhibit a significant improvement in stimulation index as well as improved survival compared to islets maintained in suspension culture. This natural matrix provides for improved islet health, architecture and physiology and may help overcome some of the long-term culture challenges that befall isolated islets due to the loss of native ECM.

## Results

### Protocol for the decellularization and gelation of human pancreas ECM

Retained lipid content following decell is a barrier to robust gelation of solubilized ECM. We designed an optimized decell protocol to isolate ECM from the human pancreas with minimal lipid and DNA retention, while retaining native ECM proteins and sulfated glycosaminoglycans (sGAG). We revised our previously published protocol by adding an organic solvent wash step to enhance lipid removal, and Benzonase treatment to improve nucleic acid removal. The optimized human pancreas decell protocol resulted in isolated ECM that was capable of forming a stable hydrogel following pepsin digestion, neutralization and warming to 37 °C (Fig. 1).

**Figure 1:**
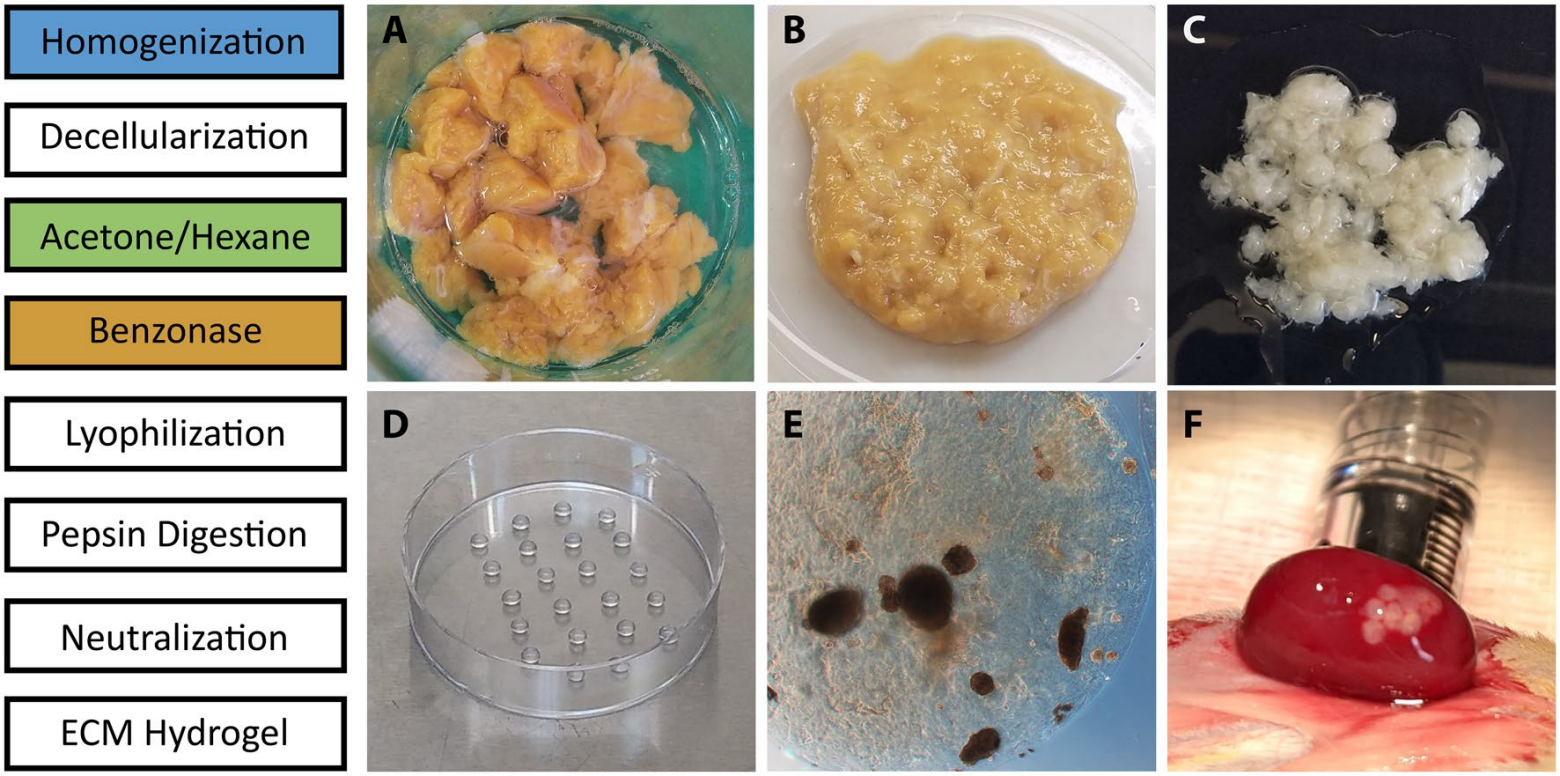
Protocol for the decellularization and gelation of human pancreas ECM. A schematic representation for the protocol to decell, digest and form a hydrogel from human pancreas ECM (left side). Images of the native tissue **(A)**, homogenized tissue **(B)**, decellularized and delipidized ECM **(C)** and multiple 5 μL hydrogel droplets in a 6 cm dish **(D)**. Human islets can be embedded in the hydrogel prior to gelation to form stable droplets for in vitro culture **(E)**; the droplets are durable enough to maintain shape and consistency throughout the transplantation process **(F)**.

### Optimized decell protocol removes lipids and DNA, resulting in an improved hydrogel

The optimized protocol (“Optimized”) was compared to the previously published homogenization decell protocol (“Homog”) through the quantification of retained DNA and lipid in the isolated human pancreas ECM (hP-ECM). The lipid content derived from the optimized protocol (0.63% lipid by dry weight) was significantly lower than that of the Homog protocol (9.83% lipid by dry weight) (Fig. 2A). On an individual donor basis, the Homog protocol was less effective at removing lipids from pancreata with higher initial lipid content, while the Optimized protocol removed lipids equally well from any donor pancreas (Fig. 2B). Delipidization of lipid-laden pancreata correlated with stable hydrogel formation. The DNA content following implementation of the Optimized protocol (0.16 ± 0.06) was significantly lower than the Homog protocol (0.43 ± 0.07) (Fig. 2C). The addition of hexane, acetone and Benzonase treatment did not reduce the sGAG content of the hP-ECM compared to the Homog protocol (Supplemental Fig. 1A). Furthermore, the decelled material retained many of the structural ECM proteins found in the human pancreas (Supplemental Fig. 1B).

**Figure 2:**
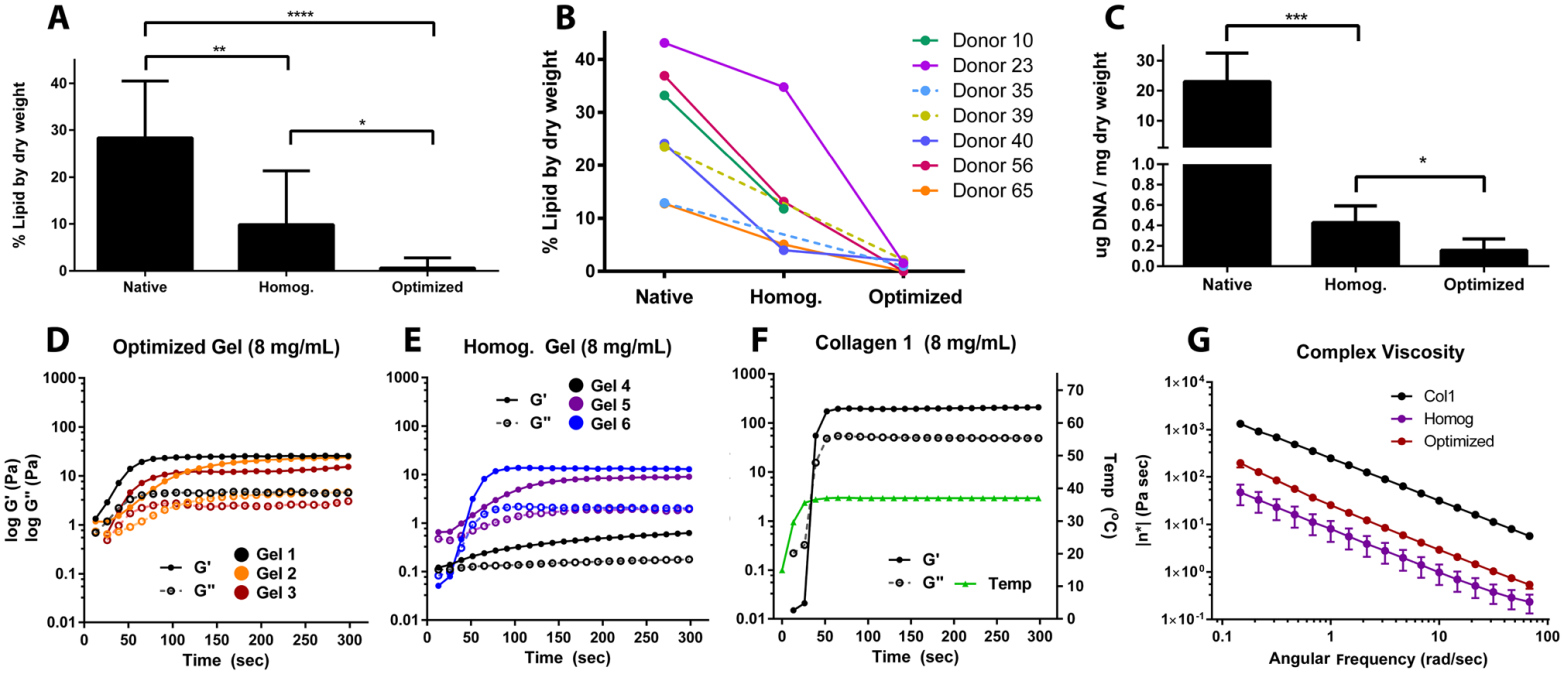
Optimized decell protocol removes lipids and DNA, resulting in an improved hydrogel. **(A,B)** Total lipid content by dry weight of the native and decellularized hP-ECM from the Homog and Optimized protocols, determined using a modified Folch method **(A)**, also displayed on a donor-by-donor basis, in which donors with higher lipid content retain significantly more lipids in the Homog protocol **(B)**. **(C)** Total DNA content of the native and decellularized hP-ECM from the Homog and Optimized protocols. **(D–F)** The storage (G’) and loss (G’’) moduli of the optimized hydrogels were less variable than the Homog hP-HG hydrogels, and compared to Col1 controls; temperature is plotted in green **(F)**. **(G)** The complex viscosity curves of the Optimized protocol are less variable than the Homog protocol, and all hP-HG gels were less firm than Col1 hydrogel of the same concentration. (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

When hP-ECM was pepsin-digested to form a hydrogel, the Optimized protocol resulted in gels with more consistent rheologic properties compared to the Homog protocol. This was evident through more uniform clustering of the sigmoidal storage and loss moduli curves (G’ and G”) in the Optimized hydrogel (Fig. 2D), compared to the broader range of these curves from the Homog protocol (Fig. 2E). Purified collagen 1 (Col1) hydrogel and temperature plots are included for reference (Fig. 2F). Additionally, the curve of complex viscosity vs. angular frequency was shifted higher for the Optimized compared to the Homog protocol (Fig. 2G), with an increased Young’s Modulus (Supplemental Fig. 2C), indicating that the Optimized protocol produced a firmer gel with more consistent and reproducible rheological results than the previous protocol. These rheological properties corresponded with rigid gels that held shape better when pipetted into droplets (Supplemental Fig. 2A,B), similar to Col1 gels. The resulting gels can easily be picked up with forceps (Supplemental Video 1), enabling use in cell culture, functional assays, and transplantation (Supplemental Fig. 2D,E). Similar to other ECM hydrogels, the acellular hP-HG scaffold is capable of gelation in vivo and was found to be highly compatible with minimal immune infiltration when tested in a humanized mouse model (Supplemental Fig. 3).

### hP-HG co-culture improves islet function after 2 days of culture

The generation of a stable hydrogel using the Optimized decell protocol enabled 3-D studies combining hydrogel and human islets which were not possible with the more fragile Homog protocol. The Optimized protocol was also employed for use in kidney decellularization to generate a human kidney ECM hydrogel (hK-HG) as a control for initial experiments. Isolated islets were cultured in suspension (“S”) (Fig. 3A-a), embedded in hP-HG (“P”) (Fig. 3A-b), alginate (“A”) (Fig. 3A-c), purified Col1 (”C”) (Fig. 3A-d) and in hK-HG (“K”) (Fig. 3A-e) for 2 days. Alginate was included as a control because this material is commonly used to embed and transplant islets as a micro-encapsulation strategy^32–34^; it also provides a non-ECM-based control hydrogel environment for our study. Purified Col1 was used as a non-pancreas specific, simple ECM control, and hK-HG was included as a non-pancreas specific, complex ECM control.

**Figure 3:**
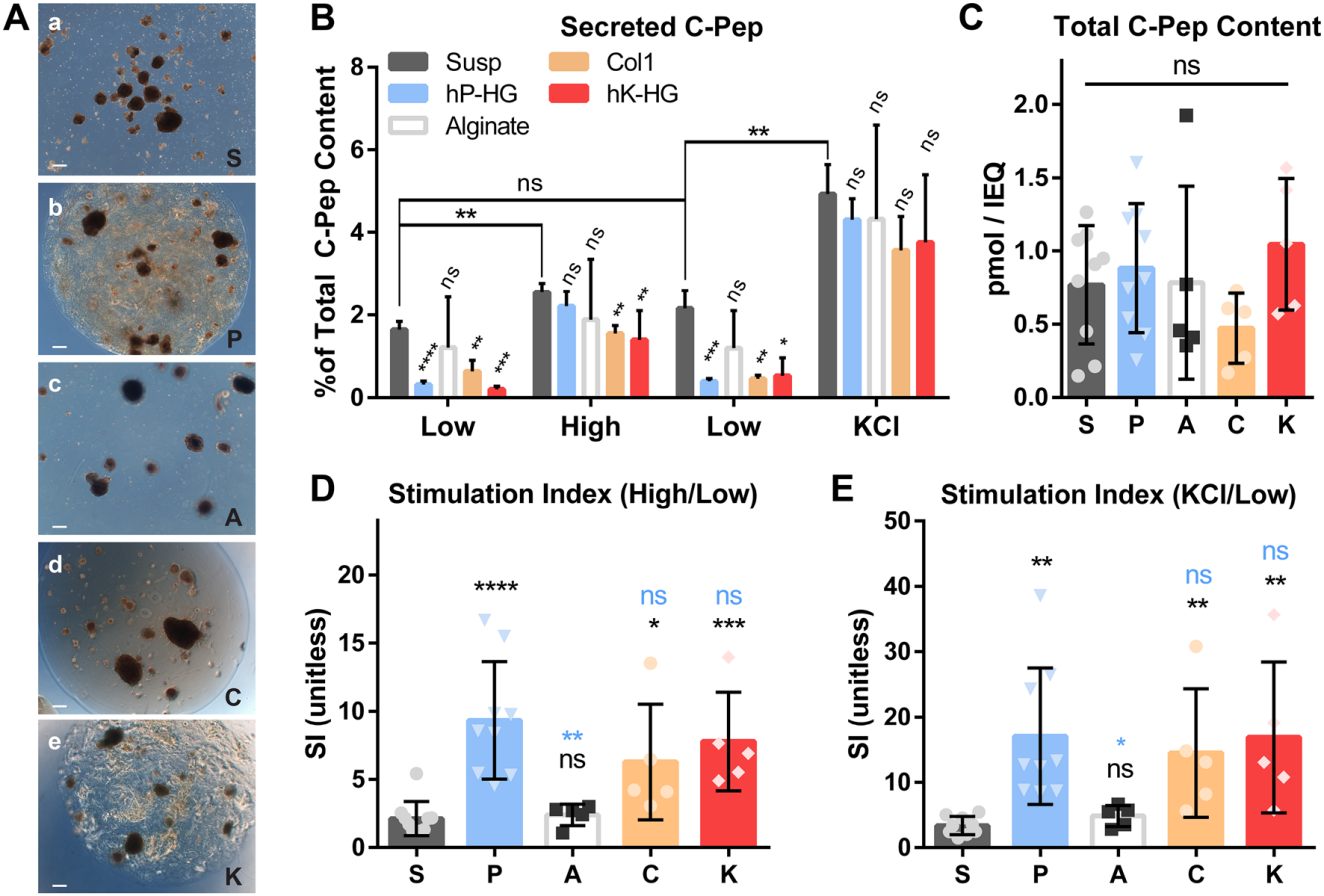
hP-HG co-culture improves islet function after 2 days of culture. **(A)** Representative phase contrast images of islets cultured in suspension (“S”) (a), hP-HG (“P”) (b), alginate (“A”) (c), Col1 (“C”) (d), or hK-HG (“K”) (e) were assessed for function on Day 2 of culture (scale = 200 microns). **(B)** A static glucose stimulated insulin secretion (GSIS) assay was performed using sequential low glucose (2.8 mM, “Low”), high glucose (28 mM, “High”), a return to low glucose, followed by low glucose + KCl (30 mM KCl, “KCl”); basal and stimulated C-peptide (C-pep) secreted during the static GSIS with human islets are shown as a percentage of total C-pep content. Statistics indicated above each bar are relative to the “S” control for the same treatment. **(C)** Total C-pep content of islets undergoing the indicated treatments. Stimulation index **(D**, high/low glucose) (**E**, KCl/low glucose) of human islets cultured in all five conditions, determined by static GSIS. Statistical comparisons indicated in black are relative to “S”, and indicated in blue are relative to “P”. (S,P: n = 9; A,C,K: n = 5 islet donors) (*ns* not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

After 2 days of culture in each condition, a static glucose stimulated insulin secretion (GSIS) assay was performed to assess islet function. Islets in each treatment group were sequentially exposed to low glucose (2.8 mM), high glucose (28 mM), low glucose, and KCl (30 mM); secreted C-pep is plotted as a percentage of the total C-pep content. Alginate encapsulation did not affect islet secretion under any of the four conditions compared to suspension culture. All ECM-treated groups (P,C,K) displayed a reduced basal insulin secretion compared to suspension. Furthermore, islets embedded in hK-HG, and Col1 had significantly reduced stimulated C-pep secretion in high glucose compared to S,P, or A. Islets in hP-HG, however did not have significantly different stimulated secretion in either high glucose or KCl compared to suspension. Therefore, islets in hP-HG culture had a significantly higher stimulation index (mean SI = 9.34) in static GSIS compared to islets in suspension (SI = 2.12) and alginate (SI = 2.40), and improved compared to Col1 (SI = 6.28) and hK-HG (SI = 7.78) (Fig. 3D). The stimulation from low glucose to KCl followed the same trend among the treatment groups (Fig. 3E). Total C-pep content was not significantly different among the five treatments (Fig. 3C). All groups reverted to a lower C-pep secretion in the second low glucose step, indicating that hydrogel does not impair the return to basal secretion following stimulation (Fig. 3B). Because Col1 and hK-HG had significantly reduced basal and stimulated insulin secretion compared to suspension and hP-HG cultures, these treatments were considered less desirable for islet function, despite having good stimulation. An alternative representation of these data relative to the basal C-pep secretion in suspension culture normalized to each individual islet donor are included in Supp. Fig. 4G.

### hP-HG culture enables proper dynamic function and enhances maximum respiration

To further characterize the effect hP-HG had on islet health and function, additional studies were performed comparing only suspension (S) and hP-HG (P). To assess the dynamic insulin secretion profile of the islets in the hydrogel, perifusion GSIS was performed on human islets after 2 days of culture either in suspension or in hP-HG (Fig. 4A) (Supplemental Fig. 4E,F). The perifusion assay revealed that islets in hP-HG had only a minor delay (1–2 min) in response to increased glucose concentration and properly suppressed insulin secretion upon return to low glucose. As with the static GSIS, the stimulation index was higher in hP-HG cultured islets (Fig. 4B). Among the islet donors assayed in static or perifusion GSIS, all but one islet prep had an increased SI when cultured in hP-HG compared to suspension (Supplemental Fig. 4H).

**Figure 4:**
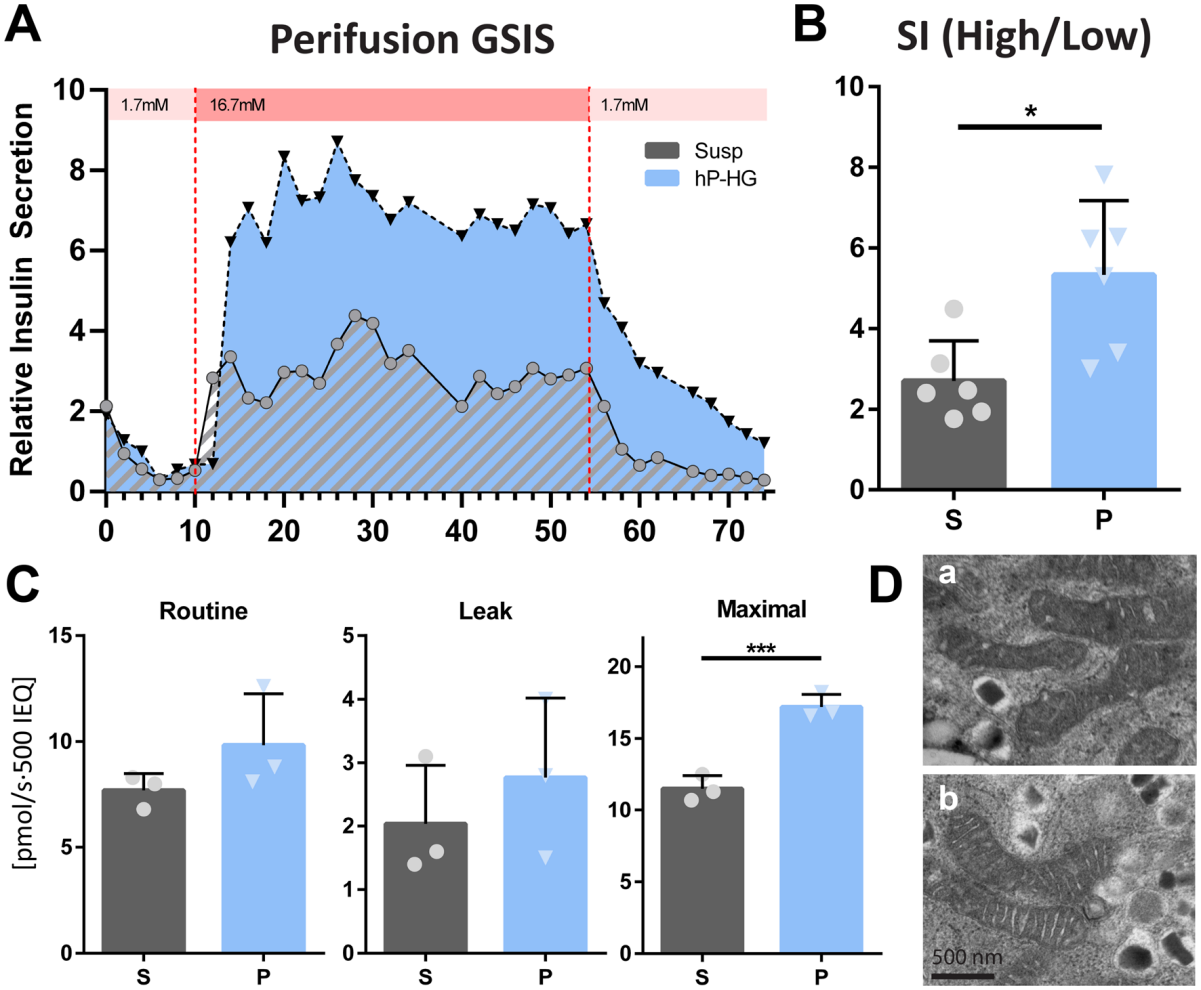
hP-HG culture enables proper dynamic function and enhances maximum respiration. **(A)** Perifusion GSIS was performed on human islets after 2 days of culture in either suspension (S) or embedded in hP-HG (P), from low glucose (1.7 mM) to high glucose (16.7 mM) and back to low glucose; representative plots shown were generated from 2 technical replicates per treatment, from one islet donor. Insulin secretion is normalized to first low glucose response (unitless). One representative donor is shown, data from additional donors can be found in Supplemental Fig. 4D,E. **(B)** Average stimulation index (SI, high/low glucose) is reported, N = 3 islet donors. **(C)** Islets were assessed for mitochondrial respiration after 2 days of culture in either suspension (S) or hP-HG (P); Routine (normal media), Leak (Complex V inhibition), and Maximal (uncoupled) respiration were measured. **(D)** β cell mitochondrial pathology in suspension (a) and hP-HG (b) culture was assessed with transmission electron microscopy. N = 3 islet donors. Scale = 500 nm. (*ns* not significant, *p < 0.05, ***p < 0.001).

As further confirmation of the protective role of hP-HG culture on β cell function, INS1 832/13 rat insulinoma cells were aggregated as pseudoislets and embedded in hP-HG droplets for 2 days of culture. INS1 cells showed a significantly improved static GSIS stimulation index from low to high glucose, (Supplemental Fig. 4A), an increased SI with KCl (Supplemental Fig. 4B), as well as an increased total C-pep content compared to suspension clusters (Supplemental Fig. 4C). Like human islets, the increase in SI in hP-HG co-culture was due to significantly lower insulin secretion under low glucose conditions, while the insulin secreted in high glucose was not significantly different (Supplemental Fig. 4D).

To assess whether differences in mitochondrial function may underlie glucose-responsive insulin secretion between islets cultured in hP-HG and suspension, high resolution respirometry was performed. We tested the physiological function of mitochondria by measuring the mitochondrial oxidative phosphorylation (OXPHOS) by detecting oxygen consumption and calculating the rate of oxygen consumption at different respiratory stages in intact cells. Human islets cultured in hP-HG had 27.7% higher, but not significantly different, levels of basal mitochondrial respiration compared to suspension culture (Fig. 4C, Routine), and similarly a 36.5% increase following inhibition of ATP synthase (Complex V) to stop ATP generation (Fig. 4C, Leak). However, after uncoupling the phosphorylation system with FCCP, mimicking a physiological energy demand, islets cultured in hP-HG had a 44.1% significantly increased maximal respiratory capacity of the mitochondria compared to those cultured in suspension (Fig. 4C, Maximal). The change in maximal mitochondrial respiration was not found to be accompanied by a measurable change in mitochondria size or shape, as visualized through TEM (Fig. 4D, Supp Fig. 5).

### hP-HG co-culture improves islet survival and function in extended culture

To assess the effect of hP-HG on islet survival in extended culture, islets were kept in suspension or hP-HG for 7 days. Islets were counted and plated on “day 0” and measured on days 1, 3, 5, and 7 thereafter using an MTS assay to assess survival. The same number of starting islets were used at all time points, so islet attrition is reflected in a reduction in MTS response as time progresses. As expected, islets in suspension displayed a steady decline in MTS activity over the 7-day period, suggesting cell death. Islets cultured in hP-HG, however, had stable metabolic activity in the first few days, and somewhat greater than 100% metabolic activity by day 7 (Fig. 5A). The MTS measurements on days 3 and 5 were not significantly different, however by day 7 there was significantly higher MTS response in the hydrogel-cultured compared to suspension-cultured islets (Fig. 5B). Islets cultured in hP-HG had noticeable outgrowth into the gel by day 7 (Supplemental Fig. 6), a potential reason for the increased metabolic activity. Islet function was also assessed on days 2 and 7 through static GSIS. hP-HG co-cultured islets maintained a significantly higher stimulation index from low to high glucose at day 7 (Fig. 5C), and displayed stable secretion levels after one week of culture in both low and high glucose (Fig. 5D). Islets cultured in suspension, however, secreted a significantly higher amount of their stored C-pep on day 7 compared to day 2, with significant increases in percent secretion under both low and high glucose. Of note, under suspension conditions, the percentage of C-pep secreted in low glucose (basal) at day 7 (average = 3.2% of total C-pep) was consistently equal to or higher than that in high glucose (stimulated) at day 2 (average = 2.5% of total C-pep). This level of leaky insulin secretion after a week of culture is indicative of islet dysfunction, and was not observed in hP-HG islet cultures. Total C-pep per IEQ was not significantly different among the two treatments at the two time points (Fig. 5E).

**Figure 5:**
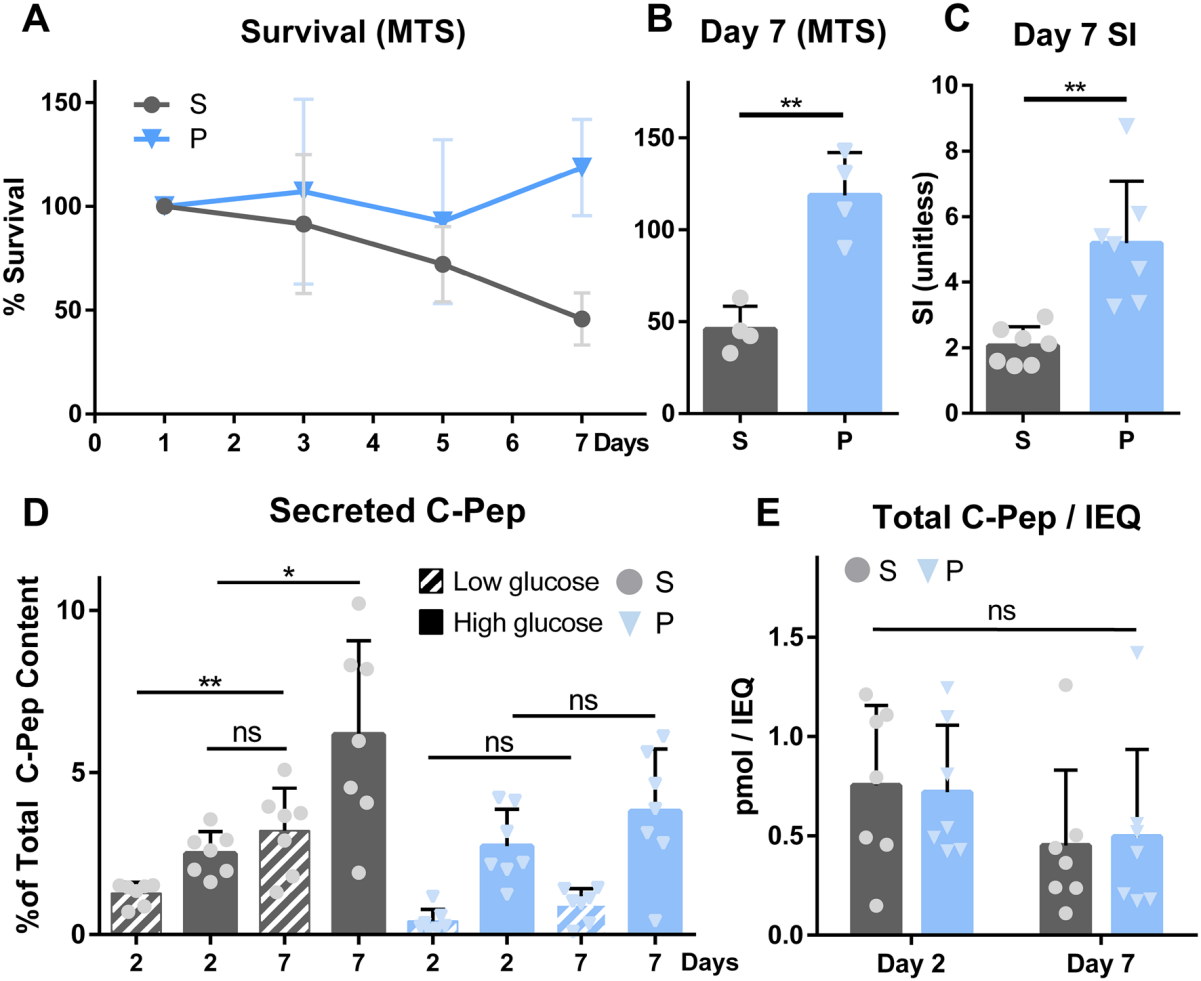
hP-HG co-culture improves islet survival and function in extended culture. (**A,B)** Metabolic activity of islets cultured in suspension (S) or hP-HG (P) over a 7 day period was assessed by MTS assay, reflecting islet survival over time (presented as a percentage of the Day 1 value). No significant difference in survival was apparent on day 3 or 5 **(A)**, but a significant difference between S and P was found on day 7 **(B)**. N = 4 islet donors per treatment. **(C–E)** Islet function changed over the 7 day period, as assessed through static GSIS. Islets maintained a significantly higher stimulation index (ratio of C-pep secreted under high/low glucose) at day 7 **(C)**. The percentage of total C-pep content secreted under low and high glucose is plotted for day 2 and day 7 under both suspension and hP-HG culture conditions **(D)**. Total C-pep content was not significantly different among the two treatments at the two time points **(E)**. N = 7 islet donors. (*ns* not significant, *p < 0.05, **p < 0.01).

### Apoptosis rates and islet architecture are altered in suspension culture and partially preserved in hP-HG

Immunofluorescent (IF) staining was performed to investigate cell health in suspension and hP-HG culture. TUNEL staining was used to assess apoptosis in the islets over time (Fig. 6A,a–c). Consistent with the MTS survival curves, there were significantly higher rates of apoptosis in islets in suspension compared to islets embedded in hP-HG after 7 days of culture (Fig. 6B, red bars). Ki67 staining was assessed to determine relative levels of cell proliferation under the two conditions (Fig. 6A,d–f). Rates of proliferation were low in all samples, but significantly higher in hydrogel-embedded islets after 7 days of culture (Fig. 6B, blue bars). Ki67^+^ staining, although only quantified within islets, does not appear to co-localize with insulin^+^ cells.

**Figure 6:**
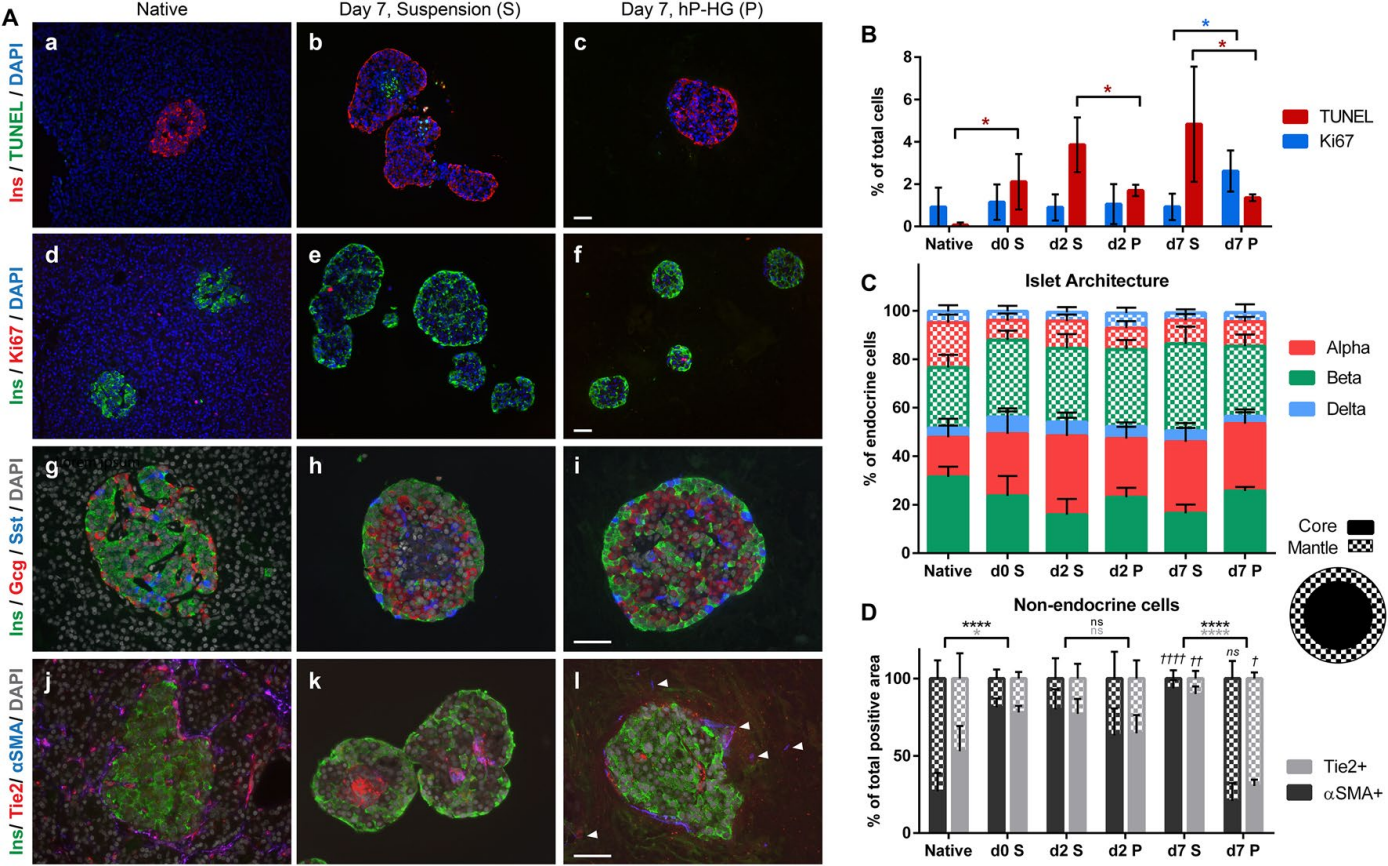
Apoptosis rates and islet architecture are altered in suspension culture and partially preserved in hP-HG. **(A)** Immunofluorescent staining images for native (in situ) islets, and islets cultured in suspension or hP-HG for 7 days. Islets are stained for TUNEL/Insulin (a–c), Ki67/Insulin (d–f), insulin/glucagon/somatostatin (g–i), and insulin/Tie2/αSMA (j–l). White arrowheads indicate projections of Tie2^+^ and αSMA^+^ cells into the hydrogel. All scale bars = 50 microns. **(B)** Quantification of cells positive for Ki67 (blue bars, significance indicated by blue stars) and TUNEL (red bars, significance indicated by red stars) in native islets, and on day (d) 0, 2 and 7 in suspension (S) and hP-HG (P) culture. N = 4 islet donors. **(C)** Assessment of islet architecture by counting α (Gcg^+^), β (Ins^+^), and δ (Sst^+^) cells in the islet mantle (checkered) and core (solid). Data is represented as a percentage of total endocrine cells. N = 5 islet donors. (Statistical analyses presented in Supplemental Fig. 7D,E.) **(D)** Localization of positive staining for Tie2 (light gray) and αSMA (dark gray) in the islet mantle (checkered) and core (solid). N = 5 islet donors. p-values depicted in italics and with the † symbol are relative to the native tissue. (*ns* not significant, */*†*p < 0.05, **/*††*p < 0.01, ****/*††††*p < 0.0001).

Markers for each major endocrine cell type were visualized with IF staining, revealing a change in endocrine architecture following isolation (Fig. 6A,g–I; Supplemental Fig. 7F). Islet sections were quantified for numbers of each endocrine cell type (α, β, δ), interactions of each cell with neighboring cells (α–α, α–β, etc.) and localization of each cell at the mantle or core of the islets. Total cell type composition (Supplemental Fig. 7A), cell–cell interactions (Supplemental Fig. 7B,C), and the ratio of non-endocrine cells (Supplemental Fig. 7G) were not found to be significantly different over 7 days in culture, or in suspension versus hP-HG treatment. In contrast, the mantle-core arrangement of endocrine cells was significantly altered in isolated islets compared to native islets (Fig. 6C). After isolation, islet β cells were more likely to localize to the mantle than the core, while the native islets consistently have about equal distribution of the three endocrine cell types throughout the entire islet, as previously described^35^. By day 7, the distribution of endocrine cell populations in the mantle and core was partially preserved in hP-HG, with a significantly higher fraction of β cells remaining in the center of the islets (47%), compared to suspension (31%) (Supplemental Fig. 7D). Despite a significant difference in β cell localization between suspension and hydrogel-embedded islets, α cells localized in the core at a very high rate (75%) on day 0 of culture, and did not significantly change over the course of the experiment regardless of treatment (Supplemental Fig. 7E, representative images in Supplemental Fig. 7F, Fig. 6A).

Interestingly, the localization of resident non-endocrine cells in the isolated islets also changed dramatically following isolation (Fig. 6A,j–l; Supplemental Fig. 7H), with the majority of TEK tyrosine kinase (Tie2)-positive cells and alpha smooth muscle actin (αSMA)-positive cells localizing toward the center of the islets post-isolation, and throughout culture in suspension. After 7 days in hP-HG, the majority of the Tie2^+^ and αSMA^+^ cells localized at the islet mantle and expanded into the gel. The arrangement of these cells in hP-HG culture was significantly more similar to that of the native in situ islets than in suspension culture (Fig. 6D).

### Extracellular signaling-related pathways are significantly influenced by hP-HG culture

To identify whether the biological mechanisms through which hP-HG co-culture improves islet survival and function are related to ECM signaling, we performed bulk RNA sequencing. Following 2 days of culture in either suspension or hP-HG, islets were lysed to collect RNA, and assessed for differentially expressed genes (DEGs). 

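Isolated islets of 3 human donors were sequenced after 2 days in each treatment, which gave 3 suspension libraries and 3 hP-HG libraries, numbered here as donors 1 to 3. In suspension culture the islets float free in medium. In hP-HG culture they are embedded in a gel made from decellularized human pancreas, at 8 mg/mL and 100 islet equivalents (IEQ) per 10 µL of gel. The library kit primes total RNA at random and removes ribosomal sequence, so RNA without a poly(A) tail and unspliced RNA are also read. The authors deposited expected counts per gene from RSEM, a program that shares reads matching several genes among them by likelihood, without scaling for library size. Of these values, 83.5% were whole numbers. The table lists 58243 genes by Ensembl identifier. Of these, 57980 have an entry in GENCODE release 29 on GRCh38, from which symbols and positions were taken, and the other 263 genes held 0.0238% of the counts. The paper's text does not name the aligner or the genome build. Its statistics section gives a t-test and a level of 0.05 for its p-values in general, and no test is named for the DEGs in particular.

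The expected counts summed to 56416474, 62529483 and 61009713 in the suspension libraries of donors 1, 2 and 3, with a median of 61009713. In the hP-HG libraries they summed to 59835458, 54461180 and 51161268, with a median of 54461180. The supplementary methods give the paper's depth as 200 M reads (M for mega) without saying whether this is per library; all values reported here use the deposited counts, which sum to 345 M over the 6 libraries. The counts were rounded to whole numbers, and genes with too few counts for a test were removed with edgeR's filterByExpr. Libraries were scaled by trimmed mean of M-values (TMM), and the treatments were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. The donor was not a term in this test, because the paper does not state that it was. Since each donor contributed to both treatments, the same test was also run with the donor as a block, which takes differences between donors out of the error. Levels are given as TMM-scaled CPM, as mean ± SD, and log2 fold changes are hP-HG over suspension.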

Out of 17,975 total transcripts identified, 1633 were found to be significantly different between the suspension and hP-HG cultures. Of these, 1078 genes were expressed at higher levels in hP-HG culture and 555 genes were expressed at higher levels in suspension culture. 

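The test covered 23861 genes. Of these, 5 passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test without the donor, and 2084 (8.73%) had an unadjusted p-value under 0.05. With the donor as a block, 1131 genes passed, all 5 among them, and 5752 (24.1%) had an unadjusted p-value under 0.05. The largest number came from edgeR's likelihood ratio test with the donor block, which called 1886 genes. DESeq2 called 202 genes without the block and 1658 with it. Limma-voom called 0 genes without the block, with 2180 at an unadjusted p-value under 0.05, and 1191 with it.

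Without the block, leaving out any donor or any single library left 0 genes past the threshold, with 812 to 2510 genes at an unadjusted p-value under 0.05. With the block, 508 genes passed without donor 1, 1156 without donor 2 and 227 without donor 3. A count above 0 was present in at least 1 library for 40702 genes, and 20126 genes had at least 10 counts in each library.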

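Of the 5 genes past the threshold without the donor block, 2 were higher in hP-HG culture and 3 were higher in suspension culture. With the block, 606 genes were higher in hP-HG and 525 in suspension. The split moved with the scaling of the libraries: with upper-quartile scaling in place of TMM and the block kept, an alternative chosen after the data were seen, 964 were higher in hP-HG and 359 in suspension. It also moved with the test and the donors. DESeq2 with the block gave 787 and 871, and the quasi-likelihood test with the block gave 443 and 713 without donor 2 and 103 and 124 without donor 3. Among genes called with the block that changed at least 2-fold, 274 were higher in hP-HG and 113 in suspension. Without the block, the genes with an unadjusted p-value under 0.05 were 1238 and 846, against 1620 and 496 with upper-quartile scaling.

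Of the genes higher in hP-HG, the matrix metallopeptidase gene MMP10 (ENSG00000166670, chromosome 11, 102770503 to 102780628) rose from 1.28 ± 0.155 CPM in suspension to 8.71 ± 1.49 CPM in hP-HG (SD, n = 3 each). Its log2 fold change was 2.76 (standard error 0.238, adjusted p = 0.0349, edgeR's quasi-likelihood test). MMP9 (ENSG00000100985, chromosome 20, 46008908 to 46016561), whose exons overlap the antisense gene SLC12A5-AS1, rose from 4.91 ± 0.217 to 18.2 ± 3.62 CPM, with a log2 fold change of 1.89 (standard error 0.185, adjusted p = 0.0367, edgeR's quasi-likelihood test). Both genes were higher in hP-HG in all 3 donors.

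Of the genes higher in suspension, the complement gene C6 (ENSG00000039537, chromosome 5, 41142234 to 41261438) fell from 8.15 ± 0.254 CPM in suspension to 0.986 ± 0.224 CPM in hP-HG, a log2 fold change of -3.04 (standard error 0.252, adjusted p = 0.0349 from the quasi-likelihood test in edgeR). ERP27 (ENSG00000139055, chromosome 12, 14914035 to 14939082), which encodes an endoplasmic reticulum protein, fell from 14.2 ± 2.61 to 2.81 ± 0.499 CPM (log2 fold change -2.34, standard error 0.221, adjusted p = 0.0367, edgeR's quasi-likelihood test). SPINK1 (ENSG00000164266, chromosome 5, 147824568 to 147831786) encodes a trypsin inhibitor of acinar cells and is one of 22 acinar cell genes tested, all of which were lower in hP-HG. It fell from 162 ± 23.8 to 60.3 ± 4.54 CPM (log2 fold change -1.42, standard error 0.139, adjusted p = 0.0367, edgeR's quasi-likelihood test). These 3 genes fell in all 3 donors. When a donor or library was left out without the block, all 5 genes lost significance, while their direction stayed. With the block, all 5 still passed when donor 1, 2 or 3 was left out.

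The genes with the next smallest p-values and the same direction in all 3 donors did not pass. In hP-HG they were TAGLN (log2 fold change 1.98, adjusted p = 0.0665, edgeR's quasi-likelihood test), whose exons overlap PCSK7, the processed pseudogene MKRN5P (1.80, adjusted p = 0.114) and the non-coding gene FTX (0.90, adjusted p = 0.317), which overlaps several other genes. MKRN5P lies within FTX on the same strand, so the rises of these genes may not be separate. Of the processed pseudogenes tested, 81.3% were higher in hP-HG. In suspension they were SLC3A1 (-1.77, adjusted p = 0.0509, edgeR's quasi-likelihood test), which overlaps PREPL, and GATM (-1.42, adjusted p = 0.052). All of these passed with the donor block.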

Gene Ontology (GO) analysis of the DEGs resulted in the identification of 30 GO terms in the Molecular Function (MF) aspect, 191 GO terms in the in the Biological Processes (BP) aspect, and 27 GO terms in the Cellular Component (CC) aspect (Supplement Fig. 8A). 

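No GO annotation was used here, so the enrichment of GO terms was not repeated. In its place, 26 gene lists were written before the data were examined, 10 of them families of the extracellular space: collagens, laminins and basement membrane, integrins, cadherins and protocadherins, metallopeptidases, serine-type peptidases, chemokines, interleukins and other cytokines, growth factors, and matricellular proteins and proteoglycans. Receptor signaling as such and vesicle or exocytosis genes were not analysed here. The 10 families together held 415 of the genes tested. With 5 genes past the threshold without the donor block, no over-representation was computed for that test, since at least 20 were required. Among the calls made with the block, 80 belonged to these families where 19.7 would fall there by chance (odds ratio 5.09, p = 2.48e-27, one-sided Fisher's exact test). Genes are not independent replicates, so this p-value describes the list. The family genes were 57 of the calls higher in hP-HG (odds ratio 6.64) and 23 of those higher in suspension (odds ratio 2.68). Without the acinar cell genes, 15 remained among the calls higher in suspension (odds ratio 1.77, p = 0.03, one-sided Fisher's exact test). Against protein-coding genes alone, with the acinar cell genes kept, the odds ratio was 8.96 for calls higher in hP-HG and 1.92 for those higher in suspension. Both changes together were not tested, so an excess in suspension beyond the acinar cell genes stays uncertain. Among the 500 genes with the smallest p-values without the block, 24 belonged to the families (odds ratio 2.96, p = 8.52e-06, one-sided Fisher's exact test).

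Each list was then compared with all other genes by camera, a test that ranks genes by their change and allows for a preset correlation of 0.01 between the genes of a list. It placed 17 of the 26 lists past an adjusted p-value of 0.05. None passed with fry, a rotation test whose error comes from the 6 libraries, with 1 list at an unadjusted p-value under 0.05, or with a correlation estimated for each list, also with 1. With the donor block fry also passed none, with 13 lists at an unadjusted p-value under 0.05. Other ways of dividing the same libraries into groups of 3 placed 4 to 21 lists past the threshold of camera. The division with 21 separates the libraries of only 1 of the 3 donors. Among the 4 divisions that separate them in all 3, the real one gave the most (17, against 10, 4 and 15). With so few divisions, the number of lists does not single out the treatment.

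Chemokines had a median log2 fold change of 0.94 over 23 genes (adjusted p = 0.000518, camera), with medians of 0.81, 0.99 and 0.69 in donors 1, 2 and 3. The list of interleukins and other cytokines, 57 genes chosen by name, had a median of 0.33 (adjusted p = 0.00611, camera), with donor medians of 0.25, 0.28 and 0.18. Its name pattern also took in 5 interleukin receptors, a kinase and a protease, without which the median of the other 50 genes was 0.36 (adjusted p = 0.00701, camera). A list of 20 NF-kB and inflammatory response genes, 6 of them also among the chemokines, had a median of 1.07 (adjusted p = 6.41e-07, camera), and 18 of its genes were higher in hP-HG. Its donor medians were 0.52, 1.53 and 0.64. Serine-type peptidases, 35 genes, of which 8 are also acinar cell genes, went the other way with a median of -0.27 (adjusted p = 0.00914, camera), lower in all 3 donors. Growth factors did not pass as a list. Their median was -0.0094 over 46 genes, of which 23 rose and 23 fell (adjusted p = 0.685, camera), and upper-quartile scaling turned this median positive, as did leaving out 4 intracellular FGF homologs.

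**Figure D1:**
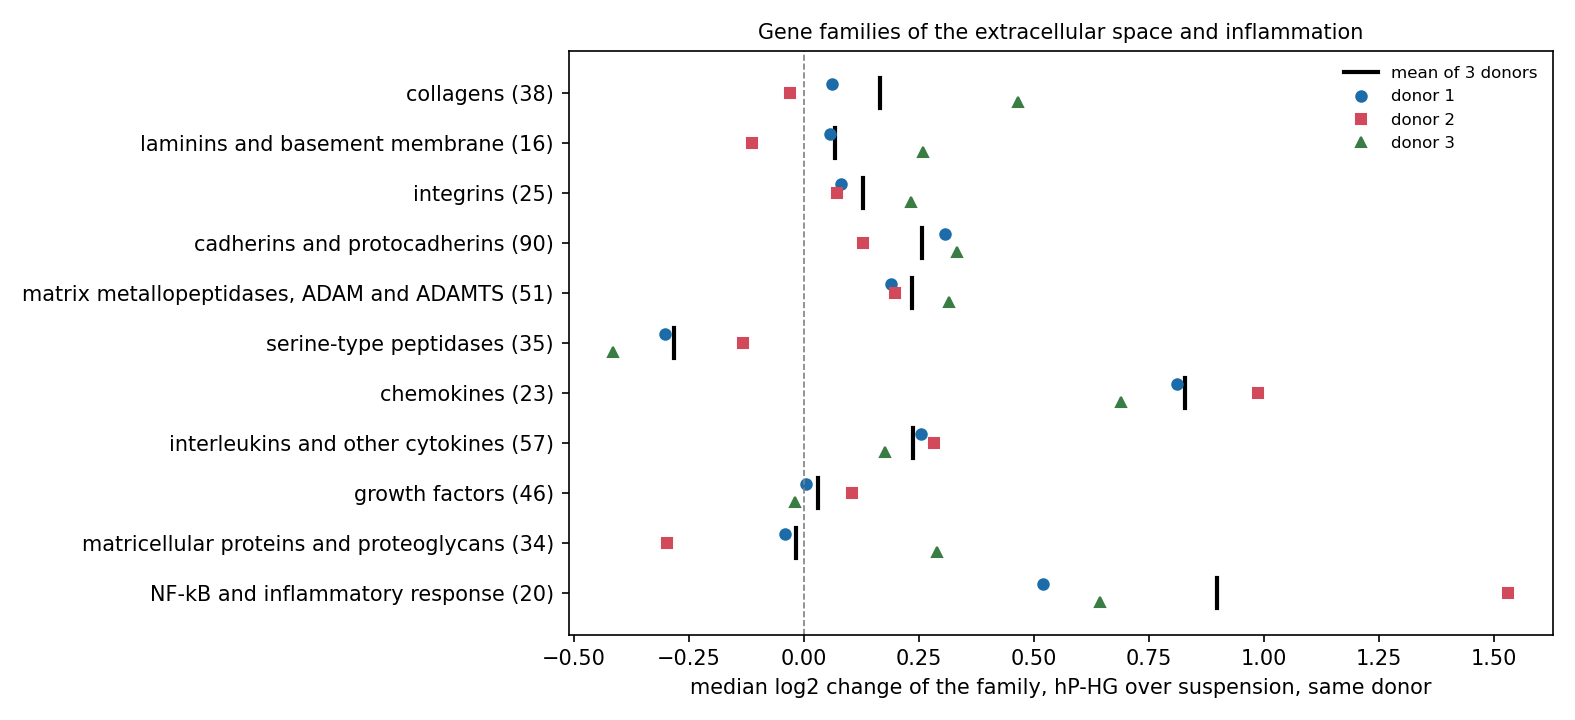
Median log2 change of each gene family, hP-HG over suspension of the same donor, on the horizontal axis, with the number of genes tested in parentheses on the vertical axis. Symbols are the 3 donors and vertical bars their mean; chemokines and NF-kB genes lie above 0 and serine-type peptidases below 0 in all 3 donors, while growth factors and matricellular genes lie on both sides of 0 and change direction under upper-quartile scaling.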

The most significant terms in each aspect related to the extracellular space, cell adhesion, receptor signaling, vesicles/exocytosis, and cytokines/inflammation (Supplement Fig. 8B). Gene expression for key endocrine markers, including insulin, were not significantly different between the two groups (Supplemental Table 3).

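None of the 7 markers in Supplemental Table 3 passed an adjusted p-value of 0.05 over all genes tested, with or without the donor block in edgeR's quasi-likelihood test, and 0 of them had an unadjusted p-value under 0.05 without the block. INS (ENSG00000254647, chromosome 11, 2159779 to 2161341), whose exons overlap the readthrough gene INS-IGF2, stood at 44630 ± 19240 CPM in suspension and 33740 ± 12740 CPM in hP-HG (SD, n = 3 each). Its log2 fold change was -0.40 (standard error 0.415, adjusted p = 0.801, edgeR's quasi-likelihood test). GCG, the glucagon gene, had a log2 fold change of -0.42 (standard error 0.293, adjusted p = 0.686, edgeR's quasi-likelihood test), at 20690 ± 8101 CPM in suspension and 15490 ± 2501 CPM in hP-HG. SST, the somatostatin gene, was nearly level at -0.07 (adjusted p = 0.971, edgeR's quasi-likelihood test) and turned to 0.0038 with upper-quartile scaling. CHGA, at 0.22, was higher in hP-HG (adjusted p = 0.849, edgeR's quasi-likelihood test). The beta cell genes NKX6-1, at -0.30, and UCN3, at -0.28, were lower (adjusted p = 0.634 and 0.857, edgeR's quasi-likelihood test).

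Within donors the changes were more even. INS fell by 0.15, 0.20 and 0.76 on the log2 scale in donors 1, 2 and 3, and GCG fell by 0.20, 0.17 and 0.72. NKX6-1 fell in all 3 donors and CHGA rose in all 3. With the donor block the adjusted p-values over all genes ran from 0.0661 for NKX6-1 to 0.567 for SST (edgeR's quasi-likelihood test). Adjusted over the list alone, 0 markers passed without the block. With the block, an adjustment added after the data were seen, 4 passed: INS, GCG and NKX6-1 at 0.0282 and UCN3 at 0.0474 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 7 markers). DESeq2 with the block was the only test over all genes to call a marker, NKX6-1, at an adjusted p-value of 0.0261. Leaving out single libraries turned UCN3, CHGA and SST to the other direction.

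**Figure D2:**
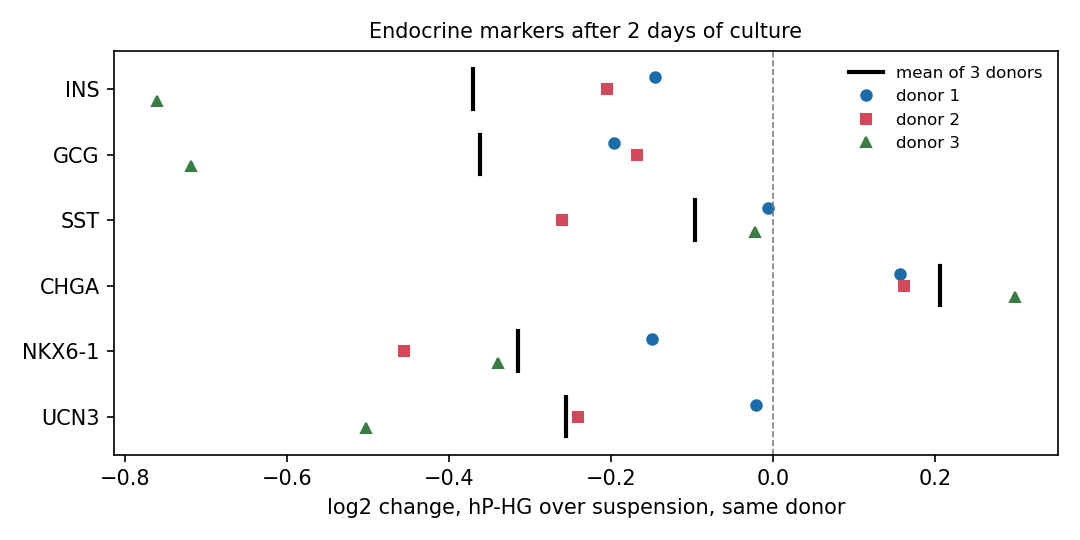
Log2 change of 6 endocrine markers, hP-HG over suspension of the same donor, on the horizontal axis. Symbols are the 3 donors and vertical bars their mean; INS, GCG and NKX6-1 lie below 0 and CHGA above 0 in all 3 donors, and donor 3 has the largest fall of INS and GCG.

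From the GO terms found among the DEGs, the paper concludes that extracellular signaling-related pathways are influenced by hP-HG culture, and states beside it that no significant difference in the endocrine markers was found.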

## Discussion

Our study aimed to rebuild the 3-D ECM microenvironment of the human pancreas as a hydrogel that can easily be integrated into in vitro culture and is compatible with transplantation. Due to differences in cell behavior between 2-D and 3-D environments, a 3-D islet microenvironment model could be useful for creating better microphysiological islet systems^36^; such may be useful for drug discovery and toxicity testing^37^. We have demonstrated a new protocol for decellularization that removes lipids and DNA from human pancreatic tissue and forms a more stable gel derived from pancreata with substantial lipid content. The decell and gelation process retains collagens well, but there is some reduction in glycoproteins and other ECM components, including a reduction in sGAG content, consistent with previous publications^23,26,27^. This enrichment for collagens and reduction of other ECM components has also been shown in several other pancreas decell studies^18,21,22,26,27,38,39^. Recent work characterizing the human pancreatic matrisome indicates that collagens are the most abundant ECM proteins in the pancreas, and are relatively evenly distributed between the acinar and islet compartments^14^, therefore a whole-pancreas hydrogel consisting of mainly pancreatic collagens may be representative of the native islet ECM environment. This is also an efficient method of constructing a hydrogel made up of these basic ECM components, which individually in purified form are very expensive.

Islets undergo significant injury throughout the process of isolation from the pancreas, and in particular the ECM is heavily damaged leading to anoikis-mediated apoptosis. We hypothesized that replacing the ECM component of the islet microenvironment would help improve islet survival and function in vitro. We found that INS1 cells and primary human islets exhibited positive changes in GSIS when embedded in hP-HG. Consistently, the insulin secreted under basal (low glucose) conditions was significantly reduced compared to suspension cultures, while stimulated insulin secretion was unchanged, resulting in an increased stimulation index. Interestingly, a similar trend of increased stimulation index due to reduced basal insulin secretion was recently reported with human islets entrained to daily feeding/fasting rhythms using various stimuli (glucose, arginine, forskolin, and insulin) in culture^6^. Together, this suggests that an improved stimulation index and reduced basal insulin secretion may better reflect the function of in situ islets compared to isolated islets in suspension. Similarly, Singh et al. recently found that the culture of stem cell-derived beta cells with various ECM molecules reduced the basal insulin secretion, and improved GSIS^40^. Several other studies have presented an improved stimulation index in islets cultured with ECM without reporting the raw insulin secretion values under low and high glucose treatment^41–43^, which makes comparison of our study to others unclear. However, other studies have demonstrated that ECM treatment promotes an increase in the stimulated insulin secretion without affecting the basal level^18,44^. These disparities in response to glucose may be due to differences in ECM composition, co-culture method, or GSIS assays performed using different concentrations of low and high glucose solutions, and warrant further investigation.

After 7 days of culture, islets in suspension secreted more insulin under basal conditions compared to day 2, so much so that the basal insulin secretion on day 7 was higher than the stimulated insulin secretion on day 2 of culture. This trend was not observed in islets cultured in hP-HG, suggesting better maintenance of controlled function throughout the culture period. Islets in hP-HG also had significantly improved survival over 7 days of culture compared to suspension, as assessed through an MTS assay. Immunofluorescent staining corroborated these findings, indicating that islets in suspension have greater levels of apoptosis (TUNEL^+^ cells) and reduced levels of proliferation (Ki67^+^ cells) compared to islets cultured in hP-HG. Furthermore, on day 2 of culture, islets in hP-HG had higher maximal mitochondrial function compared to suspension-cultured islets. Mitochondria are crucial in the generation of ATP in response to glucose, affecting both the closure of ATP-sensitive K^+^ channels and Ca^2+^ influx^45–47^, which are necessary for insulin secretion. The mitochondria of islets cultured in hP-HG are better equipped to respond to a metabolic challenge, possibly due to maintenance of healthier mitochondrial dynamics compared to islets cultured without hP-HG.

ECM scaffolds have both mechanical and biochemical roles in the cell environment. After two days of culture, islet function was assessed in five different environments: suspension (S), hP-HG (P), alginate (A), Col1 (C) and hK-HG (K), with a trend in stimulation from low to high glucose: SI_S_ < SI_A_ < SI_C_ < SI_K_ < SI_P_. This suggests that the mechanical environment of a hydrogel (P, A, C, K) compared to suspension culture may contribute to better islet function. It is also possible that ECM-signaling (P, C, K) may contribute more to islet function than the mechanical environment alone (A), and potentially reveals the importance of a complex mixture of natural ECM proteins (P, K), compared to a singular ECM component like Col1 (C). Finally, the pancreas-specific ECM (P) outperformed the kidney-specific ECM (K) in regard stimulated C-peptide secretion levels, suggesting that the ECM composition of the pancreas itself may have a beneficial effect on islet health and function. Importantly, the generation of these scaffolds for our study was focused on controlling for ECM protein content, and not matching the gel stiffness which has previously been shown itself to have an effect on β cell function^34,48^. However, a recent study by Enck et al. has also elucidated that ECM has a profound effect on islet function independent of gel stiffness^34^. 

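Matrix and adhesion genes were tested as 6 families, each against all other genes. The metallopeptidases MMP, ADAM and ADAMTS, 51 genes, had a median log2 fold change of 0.30 in hP-HG over suspension (adjusted p = 0.00011, camera), with 35 genes higher and medians of 0.19, 0.20 and 0.32 in donors 1, 2 and 3. Cadherins and protocadherins, 90 genes with 6 pseudogenes among them, had a median of 0.28 (adjusted p = 0.00011, camera), with 65 genes higher. Without the pseudogenes the median was 0.23 (adjusted p = 0.00111, camera). Of the genes of this list called with the donor block, all but CDH3, CDH22 and PCDH18 were protocadherins named PCDHA or PCDHG. CDH3 rose (0.66), while CDH22 (-0.46) and PCDH18 (-0.88) fell. Genes named CDH moved both ways, so the median does not stand for cadherins in general. Collagens did not pass, with a median of 0.12 over 38 genes (adjusted p = 0.305, camera) and a donor 2 median of -0.03. Laminins and other basement membrane genes, with a median of 0.11 over 16 genes, and integrins, with 0.05 over 25 genes, did not pass either (adjusted p = 0.202 and 0.269, camera). With the donor as a block, laminins (adjusted p = 0.00413, camera) and collagens (0.0494) passed and integrins (0.0572) did not. Collagens also passed without donor 1, and camera gave them the opposite direction without donor 3. Matricellular proteins and proteoglycans had a median of -0.02 over 34 genes (adjusted p = 0.444, camera). This median turned to 0.0070 with upper-quartile scaling and the block.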

The RNA-seq GO analyses do indicate that hP-HG co-culture activates significant enrichment in ECM-signaling and adherence-related ontologies, suggesting that islet-ECM signaling helps maintain endocrine cell health.

Our study identified that islet architecture is altered in culture compared to in situ. As has previously been observed, a higher fraction of β cells are found at the periphery of the islet in suspension culture compared to in the native pancreas^49,50^. In hP-HG co-culture, β cell mantle-core arrangement is more similar to native islets, although the α cells are significantly more enriched in the core than in situ. We find that islets in situ have a roughly equal distribution of α, β, and δ cells between the core and mantle; this is consistent with recent conclusions that human islets do not have a mantle-core arrangement or subunit domains similar to rodents^35^. Islets embedded in hP-HG on day 0 preserve endocrine architecture on days 2 and 7 that is insignificantly different than freshly isolated (day 0) islets; this indicates that in hP-HG, islet architecture is preserved over time relative to the day islets were embedded. Islets in suspension, however, continue to change endocrine architecture over the 7 day period. This observation is of consequence, because islet architecture is thought to affect cross-talk within the endocrine cell populations, and influence islet function^51–53^. Interestingly, resident non-endocrine cells, such as endothelial cells (Tie2^+^), vascular mural cells (pericytes, smooth muscle cells; αSMA^+^) or fibroblasts (αSMA^+^), display an even more dramatic rearrangement following isolation. Some human islets are surrounded by a capsule of αSMA^+^ cells in situ (Fig. 6A-j) and the arrangement of these cells in islets cultured in hP-HG significantly resembles this “capsule” morphology (Fig. 6A–l), while the αSMA^+^ and Tie2^+^ cells in suspension-cultured islets appear to form abnormal internal nodules (Fig. 6A-i). The mechanism through which the cells rearrange could reflect migration of the different cell types in a balance between cell-cell adhesion and cell-ECM adhesion, as has been described in other culture systems^54^, but the cellular complexity of isolated islets and affinities for each cell type with one another has not been well established. Importantly, in the present study, only the outer perimeter of the islets is in contact with the ECM hydrogel. Further studies are necessary to explore the potential mechanisms of islet cell arrangement.

Islet transplantation into the liver through the portal vein has been associated with significant islet death following transplantation^55^. Alternative strategies have been suggested for islet and stem cell-derived islet-like cluster (SC-ILC) transplantation, including transplantation into the omentum, a vascularized subcutaneous space, or within a device that can protect the cells from immune rejection^56^. A re-evaluation of transplant site and strategy invites the opportunity for the inclusion of ECM into islet culture and transplantation, particularly to support islet health during the period prior to vascularization and ECM remodeling. A recent study utilizing a collagen-based “islet viability matrix” has demonstrated that indeed, subcutaneous co-transplantation of islets with the matrix improves engraftment, function and provides immune protection^19^. Due to the conserved nature of ECM proteins, decelled ECM is hypoimmunogenic^16,26,57^ and is therefore compatible with transplantation. A first-in-human clinical trial using decelled ECM hydrogel to treat myocardial infarction has already been completed without serious adverse effects related to the hydrogel^58^. Combined, these results strongly suggest that the inclusion of ECM into islet culture and transplantation could improve the engraftment, survival, and function of the islets; future studies utilizing these materials in transplantation are underway.

Human pancreatic hydrogel may also be useful for accelerating, enhancing, or stabilizing the maturation of SC-ILCs. Due to limited availability of primary donor islets for clinical treatment, efforts have been made to differentiate SC-ILCs with the intention of transplanting functional cells to cure diabetes. Despite significant strides in the field of β cell differentiation, deficits in the maturation and function of the SC-ILCs still exist, including efficiency of β cell yield, total insulin content and secretion, and gene expression for markers of islet maturation^59^. It is thought that ECM signaling may play beneficial roles toward the determination of cell fate, and therefore may be valuable in SC-ILC differentiation^40,60,61^. Overall, hP-HG could provide a substrate for improved in vitro islet and SC-ILC culture, a material to support transplanted islets and SC-ILCs, and a scaffold for in vitro 3-D modeling of human pancreas and islet development.

The combination of islets with hP-HG as a liquid prior to gelation allows for alteration of the platform, in which many other components could be added. This could include supplemented ECM components, such as GAGs or glycoproteins that are reduced in abundance through the decellularization and digestion process. Decelled hP-ECM is composed of structural ECM proteins from the whole pancreas, which is mainly exocrine tissue; hP-HG could therefore serve as a base scaffold to which more islet-enriched ECM components could be added for future studies. It would also facilitate the inclusion of other cell types in islet culture, such as endothelial cells, neurons or immune cells, all of which have important roles in islet health and function. In current culture systems, non-endocrine cells have been combined with islet endocrine cells following single cell dispersion which does not recapitulate the in situ arrangement and structures of the various cell types^62–64^. Finally, future studies using hP-HG could incorporate oxygen generating materials, drug carriers, or immune-modulatory particles, which could all be used to support and protect islets in culture or in vivo. An added feature is that the droplets of gel can be picked up, transferred and transplanted more easily than individual islets.

## Conclusion

We have generated a hydrogel from human pancreas ECM that is easy to combine with human islets in culture and also utilizes material from discarded organs. The hydrogel co-culture system improves the survival and function of human islets after extended culture and reduces the level of apoptosis. As early as 2 days in hP-HG co-culture, islets display an improved GSIS stimulation index through a reduction in basal insulin secretion, as well as improved maximal mitochondrial function. The scaffold appears to better preserve islet architecture during culture and stimulates gene expression changes through ECM- and adhesion-mediated pathways. This islet culture platform mimics the native pancreatic niche and may provide a mechanism for better modeling islet biology and physiology in vitro.

## Methods

### Tissue procurement and ethics

Adult human pancreata (n = 10, age 21–61 years) and kidneys were obtained through the University of Wisconsin Organ and Tissue Donation with informed consent obtained for research from next of kin and authorization by the University of Wisconsin-Madison Health Sciences Institutional Review Board (IRB granted an exempt from protocol approval for studies on postnatal tissue because research on deceased donors is not considered human subjects research). IRB oversight of the project is not required because it does not involve human subjects as recognized by 45 CFR 46.102(f), which defines a “human subject” as “a living individual about whom an investigator (whether professional or student) conducting research obtains (1) data through intervention or interaction with the individual, or (2) identifiable private information.” Research was performed in accordance with federal and state law and the relevant institutional ethical committee guidelines and regulations. No organs or tissues were procured from prisoners. A list of donors used in this study and demographic data are included in Supplemental Table 1.

### Decellularization and hydrogel formation

Pancreata were trimmed of extraparenchymal fat, sectioned into 1 cm^3^ pieces, flash frozen and stored at −80 °C. For decellularization, pieces were thawed, rinsed with 1 × PBS, rinsed with water and homogenized in water until broken up. The homogenate was centrifuged (4300 x g, 5 min), floating fat removed, and supernatant discarded; the pellet was washed and centrifuged again (4300 x g, 5 min). The pellet was resuspended into 2.5 mM sodium deoxycholate/PBS and incubated, with shaking, for 3 h at room temperature (RT). After this time, the homogenate was strained over a sieve (MilliporeSigma, St. Louis, MO); all collected material was placed into fresh 2.5 mM sodium deoxycholate/PBS and incubated for an additional 15 h (RT, shaker). The ECM was strained, rinsed with water and washed in 1 × PBS supplemented with Pen/Strep for 24 h. Further lipid removal was achieved with additional steps modified from Soffer-Tsur et al.^65^. The ECM from above was strained and dehydrated with 70% ethanol for 30 min, followed by 3 washes with 100% ethanol for 30 min each. The matrix was washed with acetone 3 times, for 30 min each. The dehydrated ECM was washed with 40:60 (v:v) acetone:hexane for 24 h, with changes into fresh solution approximately every 8 h. The matrix was washed with 100% ethanol for 30 min and rehydrated with 70% ethanol overnight, followed by two washes with 1 × PBS supplemented with Pen/Strep for 24 h each. To remove nucleic acids, the ECM was treated with Benzonase (MilliporeSigma, St. Louis, MO) (500 mU/mL in 50 mM Tris, 1 mM MgCl_2_, 0.1% BSA, pH 8.0) for 18 h at 37 °C, washed with 50 mM Tris for 2 h, followed by two 24-h washes with sterile water. The resulting decellularized pancreatic ECM was lyophilized and stored at −80 °C.

Homogenization decellularization (Homog) without acetone:hexane and Benzonase treatment was performed for comparison, as previously described in Sackett and Tremmel et al.^26^.

The lyophilized ECM from each decell protocol was pepsin digested for hydrogel formation as previously described^26,66^. If necessary, the ECM was homogenized after a day in the pepsin solution to facilitate digestion. Collagen controls were prepared from rat-tail collagen type I (Corning, Corning, NY).

Human kidneys were processed in a similar timeline and manner as human pancreas, and the protocol for decellularization and hydrogel formation was the same as the Optimized protocol for pancreas.

### Lipid, DNA and GAG content

Lyophilized material was weighed to record the tissue dry weight. Lipids were extracted from each sample using a modified Folch method as previously described^26,67^. The lipid phase was dried and weighed to measure the lipid content as a percentage of the initial dry weight.

The delipidized tissue was used for DNA and GAG content analysis. Weighed and lyophilized ECM was digested with papain for 18 h at 65 °C prior to the assays. Quantification of DNA was assessed using the Quant-iT™ PicoGreen^®^ dsDNA Assay (Life Technologies, Carlsbad, CA), following manufacturer’s protocol.

### Rheology

To compare the rheologic properties of the optimized hydrogel to the previously published hydrogel, a TA Instruments AR-G2 rheometer was used. A 40 mm parallel plate geometry was used with a 500 micron gap distance; a Peltier unit was used to control temperature. First, a time sweep was performed over 10 min; the temperature was set to 15 °C for loading the samples and warmed to 37 °C to induce gelation while measuring oscillatory moduli (storage modulus (G’) and loss modulus (G”)) at the fixed angular frequency of 1 rad/s and strain of 5%. Following gelation, a frequency sweep was performed at 37 °C, from 100 to 0.1 rad/s at fixed 5% strain; G’ and G” were measured to calculate complex viscosity for each gel. Three different batches of gels were tested from each decellularization protocol (homogenized and optimized), rat-tail collagen type I (Corning, Corning, NY) was used as a control for comparison. All gels were prepared at a concentration of 8 mg/mL. Data was collected and analyzed with Rheology Advantage software (TA Instruments, New Castle, DE), and graphs were created with Prism 6 for Windows (GraphPad Software, Inc.). Each protocol was assessed using three biological replicates, each of a different batch of gel from a different donor.

### Cell culture

Human islets were received through the Integrated Islet Distribution Program (IIDP) and experiments were initiated within 24 h of receipt. On day 0, islets were counted and plated in suspension or in hydrogel co-culture. Islets were combined with hP-HG (8 mg/mL) at a density of 100 IEQ/10μL of hydrogel. The mixture was pipetted into 5 μL droplets in the bottom of an untreated petri dish, inverted, and incubated at 37 °C and 5% CO_2_ for 30 min. The polymerized droplets were moved into 24-well ULA plates (Corning, Corning, NY) for culture for 1–7 days in PIM(R) medium (Prodo Labs, Aliso Viejo, CA), at which point they were collected for MTS, GSIS, or total insulin content. In parallel, islets were cultured in suspension in 24-well plates for the same period of time. Islets embedded in collagen 1 (8 mg/mL) (Corning, Corning, NY) followed the same protocol as hP-HG. Islets were embedded in alginate following methodology adapted from Alagpulinsa et al.^32^. Briefly, islets were mixed with 1.6% w/v sodium alginate in 150 mM NaCl, at 100 IEQ/10 μL, and manually dropped into a 100 mM CaCl_2_ bath 5 μL at a time to form droplets.

### Glucose stimulated insulin secretion and total insulin content

Static GSIS Assays were performed in series, in 24-well plates with cell filter inserts (MilliporeSigma, St. Louis, MO). Cells were added to the filters and moved from low glucose (2.8 mM) to high glucose (28 mM) to low glucose (2.8 mM) to a depolarization solution (30 mM KCl, 2.8 mM glucose). All solutions for GSIS were made in Krebs buffer (25 mM HEPES, 115 mM NaCl, 24 mM NaHCO3, 5 mM KCl, 1 mM MgCl2, 2.5 mM CaCl2, 1% BSA). The supernatant was collected following 1 h in each step of the GSIS for secreted C-pep measurement. For human islets, 100 IEQ were used per well. Supernatants collected from each treatment were frozen in aliquots. Following GSIS, cells were lysed in 1 mL of lysis buffer (20 mM Tris–HCL, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton) and homogenized with a PowerGen 500 homogenizer (ThermoFisher, Waltham, MA); these lysates were used to measure total C-peptide content. C-peptide content for all lysates and supernatants were determined with an ultra-sensitive human C-pep ELISA (Mercodia, Uppsala, Sweden). Stimulation index (SI) for the static GSIS was calculated by dividing the average secreted C-peptide concentration under high glucose by the average C-peptide secreted under the first low glucose period.

Islets were prepared as described above, and assessed with perifusion GSIS on day 2 of culture. Perifusion was performed using a BioRep 4.0 semi-automated perifusion system (Biorep, Miami, FL) for 30 min of low glucose treatment (1.6 mM) followed by 45 min of high glucose treatment (16.7 mM) and return to low glucose. Flow-through samples were collected every minute from each chamber, and values from every two minutes were averaged together for graphing. For comparison, graphed values are normalized to the average low glucose response for each curve (unitless measure). The SI for the perifusion GSIS was calculated using the area under the curve (AUC) of the high glucose period per minute, divided by the AUC of the first low glucose period per minute.

### Mitochondrial respiration

Human islets were assessed for mitochondrial respiratory capacity analysis by high resolution respirometry using an Oxygraph-2k (Oroboros Instruments, Innsbruck, Austria). Islets cultured in suspension or hP-HG for 2 days, were simultaneously analyzed in two separate chambers, in 2 mL volume containing 800 IEQ each. Experiments were performed as previously described^68,69^. Briefly, mitochondrial respiration was measured by detecting mitochondrial oxygen consumption at 37 °C in standard PIM(R) medium. After establishing a basal respiration (Routine), inhibitors for the different mitochondrial respiratory complexes were added to the cells in the following order: oligomycin (2ug/ml) (MilliporeSigma, St. Louis, MO) to inhibit ATP-synthase (complex V) to measure leak respiration (Leak), carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP) (MilliporeSigma, St. Louis, MO) uncoupler with step-wise titration in 0.5 to 1.5 μM increments to measure the maximal respiratory capacity of the electron transport system (ETS) (Maximal), rotenone (MilliporeSigma, St. Louis, MO) 0.5 μM final concentration to inhibit complex I, and antimycin A (MilliporeSigma, St. Louis, MO) to inhibit complex III in 2.5 μM final concentration. Data was analyzed using DatLab7 (version 7.3.0.3) (Oroboros Instruments, Innsbruck, Austria) software. The use of chambers for the 2 treatments (S and H) was switched between 3 biological replicates to avoid any possible bias due to chamber differences.

### MTS assay

100 IEQ of human islets were plated per well of 24-well ULA plates (Corning, Corning, NY). Islets were embedded in hP-HG (50 IEQ / 5 μL gel) as described above, and two 5 μL gels were placed in each well of a 24-well plate (100 IEQ/well); wells were replenished with fresh medium every 3 days. On days 1, 3, 5 and 7 after plating, the remaining cells or gels from each pre-counted well were transferred to 1.5 mL Eppendorf tubes with 300 μL of medium containing CellTiter-96 reagent (Promega, Madison, WI). The IEQ was not recounted each day, the remaining number of islets in the well were used to assess survival compared to day 0. The tubes were incubated with shaking and open caps for 3 h, at 5% CO2 and 37 °C. After incubation, the absorbance of the supernatant was measured on a spectrophotometer at 490 nm (FlexStation 3, Molecular Devices). Each treatment was tested in technical triplicate for each condition and time point.

### Histology and immunofluorescent staining

Samples were fixed in 4% paraformaldehyde (PFA), paraffin embedded, and sectioned (5 μm) for immunofluorescent staining. Slides were deparaffinized using xylene and rehydrated. Antigen retrieval was performed by incubation in 10 mM Citrate Buffer, pH 6.0 for 2.5 h at 80 °C. Slides were blocked with 10% BSA/PBS for 40 min at RT, incubated with primary antibodies overnight at 4 °C, washed, incubated with secondary antibody incubation for 40 min at RT and cover slipped. All antibodies and dilutions are listed in Supplemental Table 2. Nuclei were labeled with 40-6-diamidino-2-phenylindole (DAPI) (Life Technologies, Carlsbad, CA). Images were generated with a Zeiss Axiovert 200 M microscope or a Nikon A1R confocal microscope. TUNEL staining (ApopTag® Fluorescein In Situ Apoptosis Detection Kit) (MilliporeSigma, St. Louis, MO) was performed following manufacturer protocol, with the insulin immunostaining performed immediately afterward.

IF staining was quantified in ImageJ by tracing the Ins-positive (islet) clusters. Nuclear stains were quantified by counting the number of total nuclei (DAPI) within the islet regions and the number of TUNEL-positive and Ki67-positive nuclei in the same regions to determine the percentage of positive cells. Cellular stains were quantified by converting the images to binary and measured as percentage of islet area.

For islet architecture analysis, Ins/Gcg/Sst triple stained images were taken as z-stacks of 7 slices and quantified using the 3D Tissue Organization Toolbox plugin to determine cell type, counts and cell–cell interactions^70^. Cells were manually counted as part of the mantle if they were at the outermost edge of the islet, all other cells were counted as part of the core, as previously described^71^. To measure Tie2 and αSMA localization, whole islet clusters and islet mantles (5–10 micron width surrounding the outermost layer of islet nuclei) were manually traced in synchronized windows; positive area within each traced region was measured in all relevant channels.

For each IF analysis, 5 islet donors were assessed for each time point and condition, at least 9 islets were counted per donor and treatment.

### Quantification and statistical analysis

Data are reported as average ± standard deviation unless otherwise indicated. All p-values were calculated with a Student’s two-tailed t-test using Prism 6 for Windows (GraphPad). Prism's suggested significance classification scheme was followed (*p < 0.05), (**p < 0.01), (***p < 0.001), (****p < 0.0001).

All composite figures were prepared in Adobe Illustrator 24.0 (Adobe Inc.).

### Ethics statement

This study is reported in accordance with ARRIVE guidelines (https://arriveguidelines.org).

## Supplementary Information

Supplementary Information.

Supplementary Video 1.

## Data Availability

All data are available in the manuscript, Supplementary Information, or available from the corresponding author upon request. Raw and processed RNA sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) repository, with the accession identifier GSE166505.

## Abbreviations

ECM: Extracellular matrix
hP-ECM: Human pancreatic extracellular matrix
hP-HG: Human pancreatic extracellular matrix hydrogel
hK-HG: Human kidney extracellular matrix hydrogel
sGAG: Sulfated glycosaminoglycan
GSIS: Glucose stimulated insulin secretion
SI: Stimulation index
IEQ: Islet equivalents
MTS: 3-(4,5-Dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium
SC-ILC: Stem cell-derived islet-like clusters

# Supplementary material for: A human pancreatic ECM hydrogel optimized for 3-D modeling of the islet microenvironment
**Source:** Sci Rep. 2022 May 3;12:7188. doi: 10.1038/s41598-022-11085-z
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplementary Information**

**Supplementary Methods**

*Cell Culture*

INS-1 832/13 were plated in a single cell suspension into 10 cm ultra-low attachment (ULA) dishes (Corning, 3262) and cultured for 3 days to form INS1 pseudoislets. On day 3, pseudoislets were counted, combined with hP-HG at a density of 200 IEQ/10μL of hydrogel and evenly distributed within the gel. The mixture was pipetted into 5 μL droplets in the bottom of an untreated petri dish, inverted, and incubated at 37 ^o^C and 5% CO_2_ for 30 minutes. The polymerized droplets were moved into 24-well ULA plates (Corning, 3473) for culture for 2 days until the GSIS was performed. For static GSIS with INS1 832/13 pseudoislets, clusters were counted using the human islet IEQ counting mechanism and 800 IEQ were used per well. (N=4 biological replicates)

*Rheology*

To assess droplet shape retention following gelation, 10 µL droplets of cold, neutralized liquid hydrogel were pipetted onto a tissue culture plate and incubated at 37 C for 30 minutes. Following gelation, droplets were imaged and droplet diameter was measured relative to the standard diameter of the tissue culture well.

Young’s Modulus was calculated using Equation 1 and Equation 2, with G’ and G” values at last time point of the time sweep (after full gelation) of the gels.

Equation 1: Complex Modulus (G)

$$G= \sqrt{{(G^{'})}^{2}+{(G'')}^{2}}$$

Equation 2: Young’s Modulus (E), with Poisson’s ratio, v = 0.5 for hydrogels.

$$E=2\times G(1+v)$$

*Bulk RNA Sequencing*

RNA was isolated from human islets after 2 days of culture in suspension or hydrogel conditions. cDNA libraries were prepared using Takara SMARTer Total RNA Seq Kit v2 Pico Input kit (Takara Bio USA, Mountain View, CA) and purified with AMPure XP Beads (Beckman Coulter, Brea, CA); RNA-Seq was performed with the Illumina NovaSeq6000 sequencing system with 200 million reads. 3 islet donors were used for each condition. 

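The same 3 donors gave both conditions. In each donor the hP-HG library held more genes with a count above 0 than the suspension library: 33164 against 30804, 32925 against 32391, and 33888 against 32574 in donors 1, 2 and 3. The share of counts on protein-coding genes was lower in hP-HG in each donor, at 88.0% against 89.3%, 84.9% against 85.3%, and 84.4% against 86.5%. Genes of the mitochondrial genome held 7.81% against 8.52%, 6.58% against 8.12%, and 5.93% against 6.80% of the counts, and INS held 4.65% against 4.87%, 2.09% against 2.28%, and 3.74% against 5.70%. With 3 pairs, an exact two-sided test of such a difference cannot give a p-value under 0.25. The TMM factors, which correct for such shifts in composition, were 1.03, 1.04 and 1.05 in hP-HG and 0.97, 0.98 and 0.94 in suspension.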

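Over-representation tests of this kind count how many genes of an input list carry each GO term and compare that number with the share of annotated genes that carry it. The g:SCS correction of g:Profiler allows for GO terms that overlap because they share genes, which a correction for independent tests does not. The result depends on the input list of differentially expressed genes, on the set of genes taken as background and on the version of the annotation. The Molecular Function aspect groups genes by what their products do, the Biological Process aspect by the processes they take part in, and the Cellular Component aspect by where the products are found.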

Gene Ontology (GO) was performed using a list of differentially expressed genes with g:Profiler (version e99_eg46_p14_f929183) with g:SCS multiple testing correction method applying significance threshold of 0.05 ^1^.

*Transplantation*

5 µL hP-HG droplets derived using the optimized protocol and embedded with human islets (50 IEQ per 5 µL gel) were transplanted into NOD-scid IL2rγ^null^ (NSG) mice. 20 gels were transplanted within the center of a 3 mm-internal diameter silicone O-ring (Hooper, UK, OR3X1.5) in the lateral subcutaneous (SQ) space. 10 gels were transplanted into the right kidney sub-capsule (KSC) space. Images were taken at the time of surgery.

*Humanized Mice*

Research involving mice was performed in accordance with a protocol that was approved by the University of Wisconsin School of Medicine and Public Health Animal Care and Use Committee, and in accordance with a protocol approved by the University of Wisconsin Institutional Review Board. Humanized mouse models were generated using NSG mice aged 7–8 weeks, as previously described (Sackett et al., 2018). A small piece of decellularized hP-ECM was transplanted into the left dorsal subcutaneous space, and 500 μL of 10 mg/mL hP-HG was injected into the right dorsal subcutaneous space of humanized mice (N = 3 mice). Additionally, human fetal pancreas (HFP) fragments from a donor allogeneic to the donor of the mouse’s human immune system were also transplanted subcutaneously into the same animals. The three grafts remained *in vivo* for a period of four weeks before the animals were sacrificed, and grafts were collected for processing and immunohistochemistry. Upon collection of the grafts, the hP-HG graft was noticeably smaller after four weeks *in vivo*, but the large volume of the original injection and the high concentration of ECM (10 mg/mL) ensured reliable recovery of the material within this timeframe. Smaller volumes of the gel were not able to be found after this period of time *in vivo*.

*Transmission Electron Microscopy (TEM)*

Islets cultured in suspension or hP-HG for two days were fixed overnight with glutaraldehyde-based fixative (2.5% glutaraldehyde, 2.0% paraformaldehyde buffered in 0.1M sodium phosphate buffer (PB)) at 4C. The samples were rinsed 5 x 5 minutes in PB, and post-fixed in 1% osmium tetroxide, 1% potassium ferrocyanide in 0.1M PB for 1 hour at room temperature (RT), and rinsed in PB as before.

Dehydration was performed in a graded ethanol series (35, 50, 70, 80, 90% for 10 minutes each step, 95% for 20 minutes, 100% for 2 x 10 minutes) at RT and 100% EtOH at 4^o^ C overnight (ON) then transitioned in propylene oxide (PO) 2 x 7 minutes at RT. Fully dehydrated samples were infiltrated in increasing concentrations of PolyBed 812 (Polysciences Inc. Warrington, PA) and Propylene Oxide (PO) mixtures in the following order (RT mixtures with shaker table agitation):

| PolyBed 812 | PO | Time | Temp. |
| --- | --- | --- | --- |
| 10%  25% | 90%  75% | 3 hrs  ON | RT  RT |
| 50% | 50% | ON | RT |
| 75% | 25% | 2 hrs | RT |
| 100% | 0% | 45 min. | 60^o^C |

Embedding and polymerization took place in fresh PolyBed 812 for 24 hours at 60^o^C. The samples were sectioned on a Leica EM UC6 ultramicrotome at 100nm. The sections were collected on formvar coated 2x1mm slot Cu grids (EMS Hatfield, PA), and post-stained with uranyl acetate and lead citrate. The sectioned samples were viewed at 80kV on a Philips CM120 transmission electron microscope, equipped with AMT BioSprint12 digital camera (AMT Imaging Systems, Woburn, MA).

*sGAG Content*

The sulfated glycosaminoglycan (sGAG) content was quantified using Papain-digested tissue or ECM, using the Blyscan GAG Assay Kit (Biocolor, UK), following manufacturer’s protocol.

**Resources and Reagents**

**Supplemental Table 1: Pancreas donor information**

Pancreas donor information. (M = male, F = female, BMI = body mass index, DCD = donation by cardiac death, DBD = donation by brain death, CIT = cold ischemia time)

**Supplemental Table 2: Immunohistochemistry information**

| **Target** | **Blocking** | **Primary** | **Secondary** |
| --- | --- | --- | --- |
|  | Blocking buffer; | antibody; host, | antibody; host, |
|  | dilution; supplier | dilution, supplier | dilution, supplier |
|  | (catalogue #) | (catalogue #) | (catalogue #) |
| Ins | Bovine Serum Albumin; 10%; Fisher Scientific (BP1600) | Insulin polyclonal; Raised in guinea pig; 1:2000; Sigma-Aldrich (I8510) | Goat anti-guinea pig A488; 1:800; Life Technologies (A11073) |
| Gcg | Bovine Serum Albumin; 10%; Fisher Scientific (BP1600) | Glucagon monoclonal; Raised in rabbit; 1:2000; abcam (ab92517) | Goat anti-rabbit A568; 1:800; Life Technologies (A11036) |
| Sst | Bovine Serum Albumin; 10%; Fisher Scientific (BP1600) | Tie2 monoclonal; Raised in rabbit; 1:4000; abcam (ab221154) | Goat anti-rabbit A568; 1:800; Life Technologies (A11036) |
| Tie2 | Bovine Serum Albumin; 10%; Fisher Scientific (BP1600) | Somatostatin monoclonal; Raised in mouse; 1:200; Proteintech (17512-1-AP) | Goat anti-mouse A647; 1:800; Life Technologies (A21235) |
| αSMA | Bovine Serum Albumin; 10%; Fisher Scientific (BP1600) | αSMA monoclonal; Raised in mouse; 1:25,000; Sigma-Aldrich (A2547) | Goat anti-mouse A647; 1:800; Life Technologies (A21235) |
| Collagen I | Bovine Serum Albumin; 10%; Fisher Scientific (BP1600) | Collagen I polyclonal; Raised in rabbit; 1:500; Abcam (ab34710) | Donkey anti-rabbit A488; 1:800; Life Technologies (A21206) |
| Collagen III | Bovine Serum Albumin; 10%; Fisher Scientific (BP1600) | Collagen III monoclonal; Raised in mouse; 1:100; Abcam (ab6310) | Donkey anti-rabbit A488; 1:800; Life Technologies (A21206) |
| Collagen IV | Bovine Serum Albumin; 10%; Fisher Scientific (BP1600) | Collagen IV polyclonal; Raised in rabbit; 1:300; Abcam (ab6586) | Donkey anti-rabbit A488; 1:800; Life Technologies (A21206) |
| Collagen V | Bovine Serum Albumin; 10%; Fisher Scientific (BP1600) | Collagen V polyclonal; Raised in rabbit; 1:100; Abcam (ab7046) | Donkey anti-rabbit A488; 1:800; Life Technologies (A21206) |
| Collagen VI | Bovine Serum Albumin; 10%; Fisher Scientific (BP1600) | Collagen VI polyclonal; Raised in rabbit; 1:100; Abcam (ab6588) | Donkey anti-rabbit A488; 1:800; Life Technologies (A21206) |
| Fibronectin | Bovine Serum Albumin; 10%; Fisher Scientific (BP1600) | Fibronectin polyclonal; Raised in rabbit; 1:200; Abcam (ab2413) | Donkey anti-rabbit A488; 1:800; Life Technologies (A21206) |
| Laminin | Bovine Serum Albumin; 10%; Fisher Scientific (BP1600) | Laminin polyclonal; Raised in rabbit; 1:200; Sigma-Aldrich (L9393) | Donkey anti-rabbit A488; 1:800; Life Technologies (A21206) |
| Mimecan (OGN) | Bovine Serum Albumin; 10%; Fisher Scientific (BP1600) | Mimecan polyclonal; Raised in rabbit; 1:50; Proteintech (12755-1-AP) | Donkey anti-rabbit A488; 1:800; Life Technologies (A21206) |
| CD45 | Bovine Serum Albumin; 10%; Fisher Scientific (BP1600) | CD45RO monoclonal; Raised in mouse; 1:2000; BD Pharmingen (555491) | ImmPRESS® HRP Horse Anti-Mouse IgG Polymer Detection Kit, Peroxidase (MP-7402); DAB substrate (SK-4105) |
| CD3 | Bovine Serum Albumin; 10%; Fisher Scientific (BP1600) | CD3G monoclonal; Raised in rabbit; 1:500; Abcam (ab134096) | ImmPRESS® HRP Goat Anti-Rabbit IgG Polymer Detection Kit, Peroxidase (MP-7451); DAB substrate (SK-4105) |

**Supplemental Table 3: Gene Expression in Islets Cultured in Suspension or hP-HG for 2 Days**

| **Symbol** | **Fold Change** | **FDR** | **Significance** | **Protein** |
| --- | --- | --- | --- | --- |
| INS | 1.261 | 0.67 | NS | insulin |
| GCG | 1.254 | 0.65 | NS | glucagon |
| SST | 1.043 | 0.94 | NS | somatostatin |
| CHGA | 0.846 | 0.63 | NS | chromogranin A |
| NKX6-1 | 1.214 | 0.23 | NS | NK6 homeobox 1 |
| UCN3 | 1.166 | 0.27 | NS | urocortin 3 |
| ARX | 0.854 | 0.26 | NS | aristaless related homeobox |

**Supplemental Video 1: Handling of hP-HG constructs**

Constructs of hP-HG and cells can be handled without damage, enabling easy transfer during culture, experimental assays, and transplantation.

**Supplemental Figure 1: Composition of the hP-ECM and hP-HG.**

**
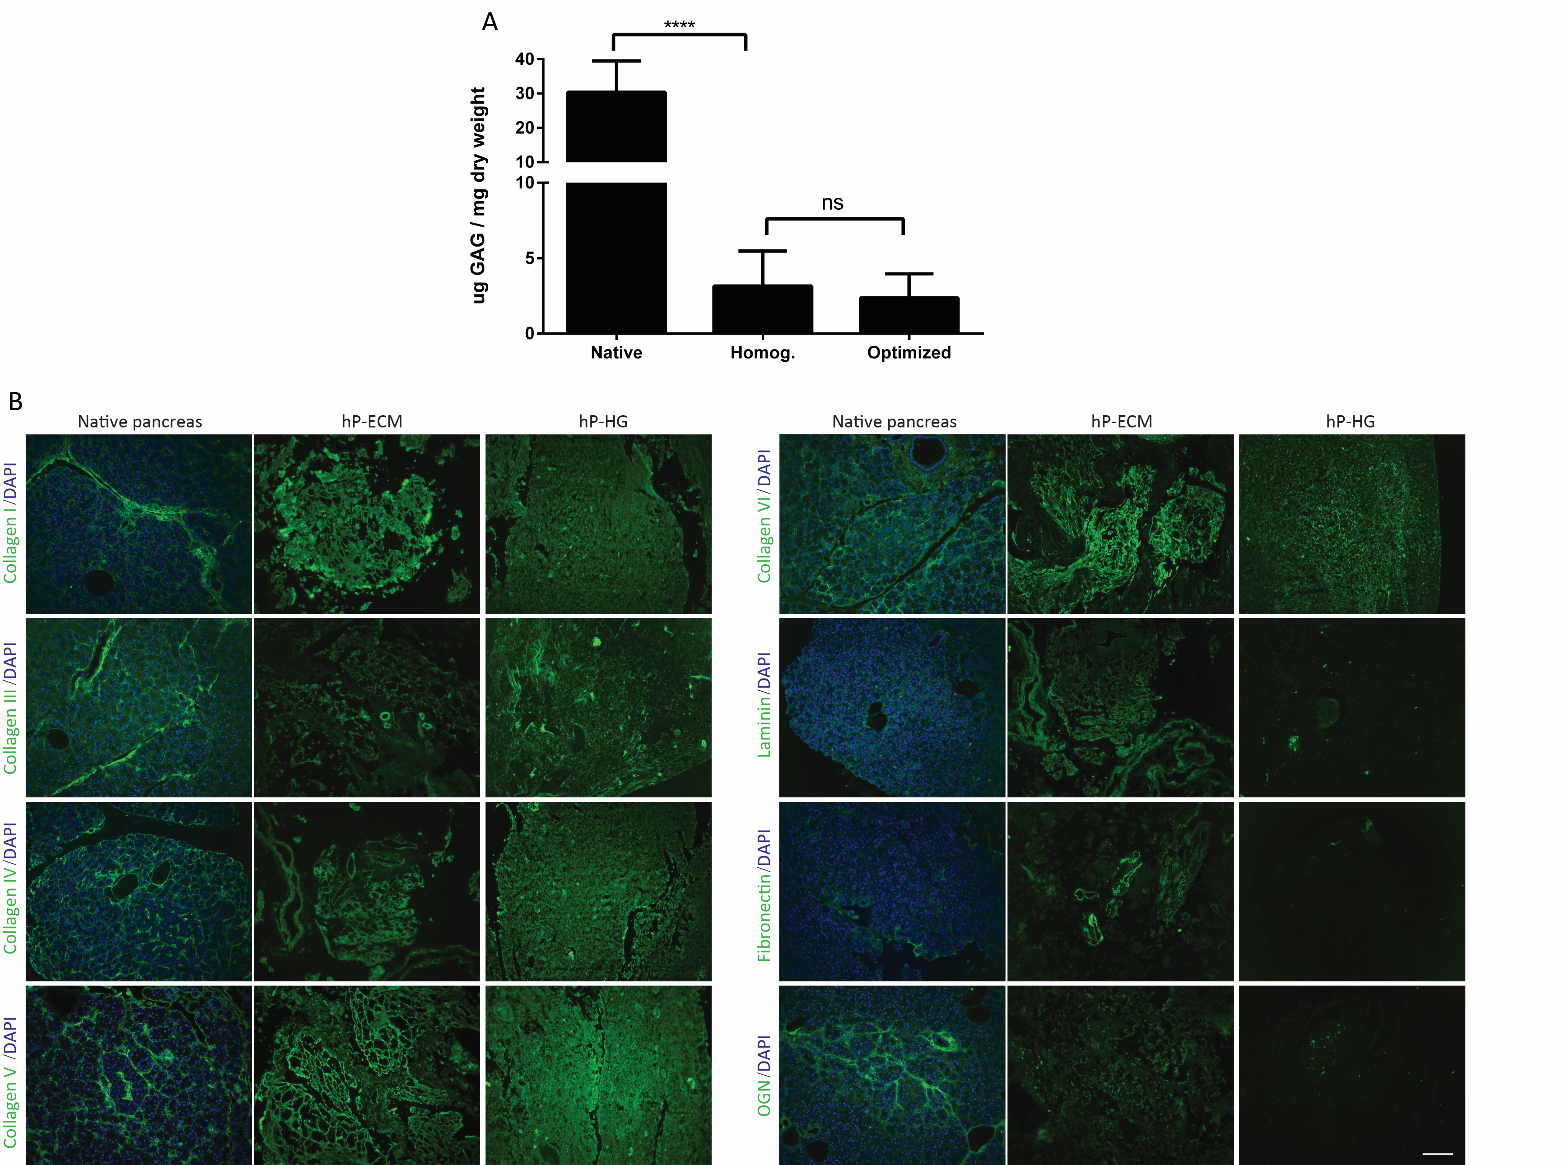
**

**Supplemental Figure 1: Composition of the hP-ECM and hP-HG.**

**(A)** Sulfated glycosaminoglycan (sGAG) content of native human pancreas compared to decellularized ECM generated with the Homog and Optimized protocols. **(B)** Immunofluorescent staining of native human pancreas, decellularized ECM and hP-HG for various ECM proteins (green), counterstained with DAPI (blue) to also indicate the removal of DNA through decellularization. Scale bar = 100 microns.

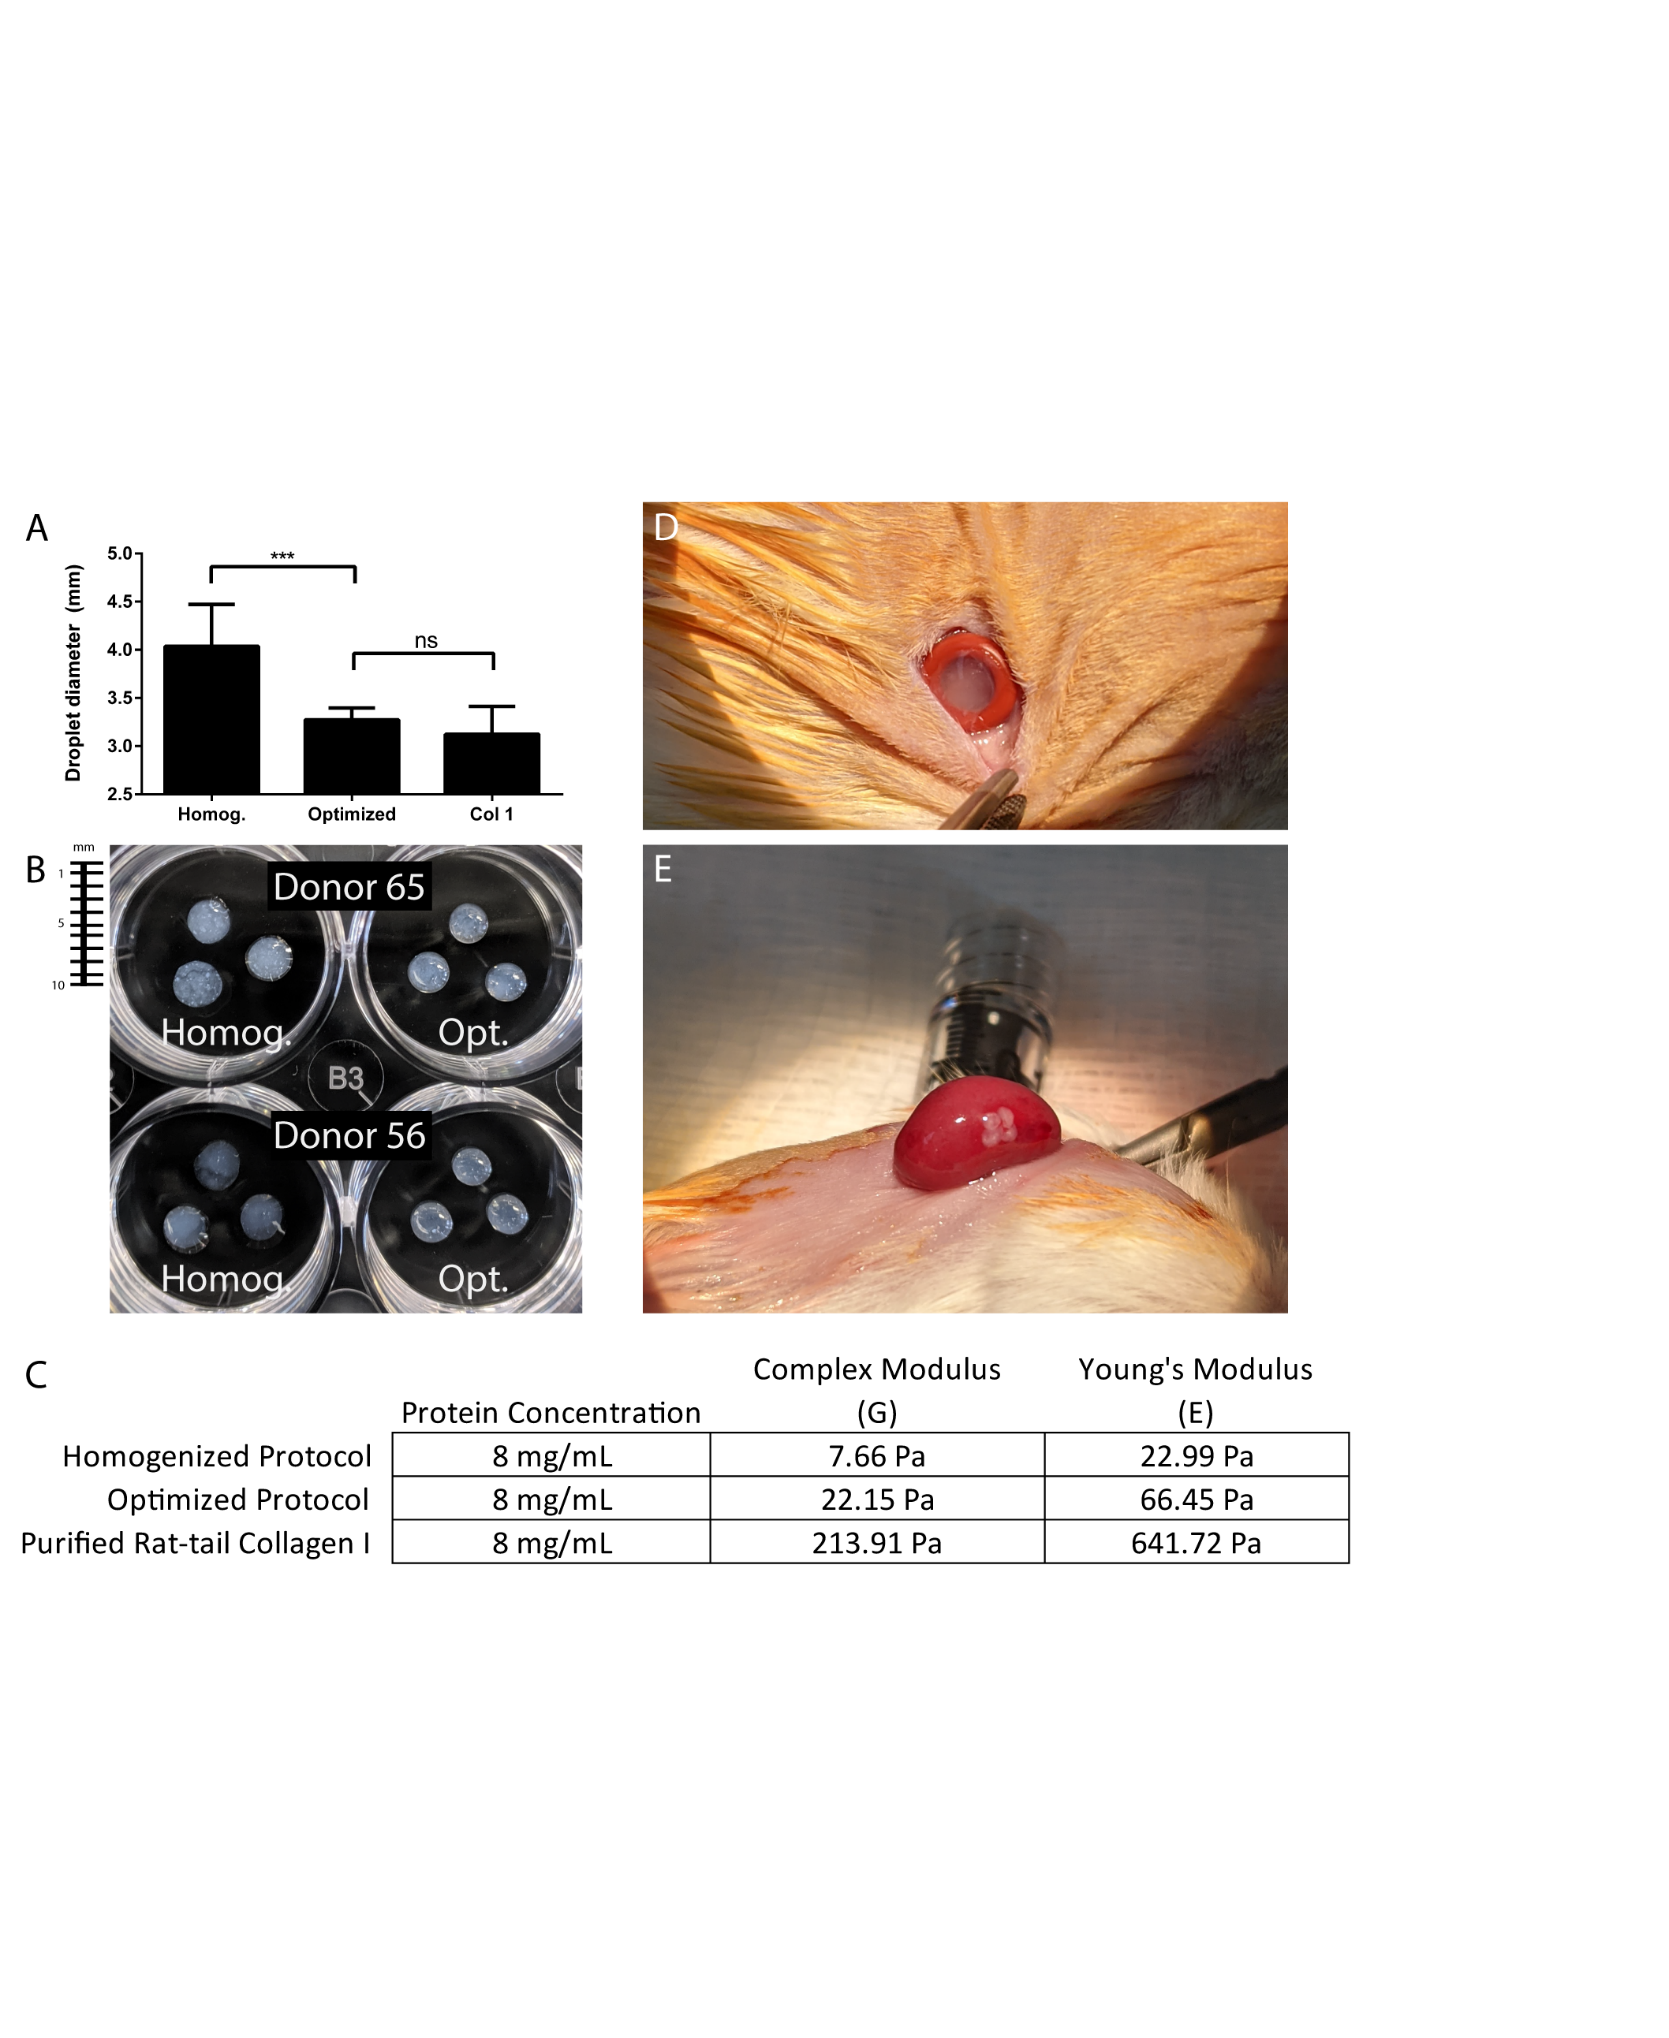

**Supplemental Figure 2: Optimized-protocol hP-HG holds shape and is transplantable**

**(A)** The diameter of 10 µL gels made from the homogenized protocol (Homog), optimized protocol (Opt) and purified Col1; N=7 donors per treatment. **(B)** Representative images of gels made from two pancreas donors, each processed with the Homog and Optimized (Opt.) protocols. For both donors, the diameters of the gels are noticeably larger following the Homog protocol compared to the Optimized protocol, indicating a lack of firmness and pliability, and a flatter gel. **(C)** Calculated Complex Modulus (G) and Young’s Modulus (E) for each measured material at 8 mg/mL protein concentration. The optimized hP-HG gels hold shape well enough that they can easily be transplanted subcutaneously (SQ) **(D)** and into the kidney sub-capsule (KSC) **(E)** without breaking or losing shape.

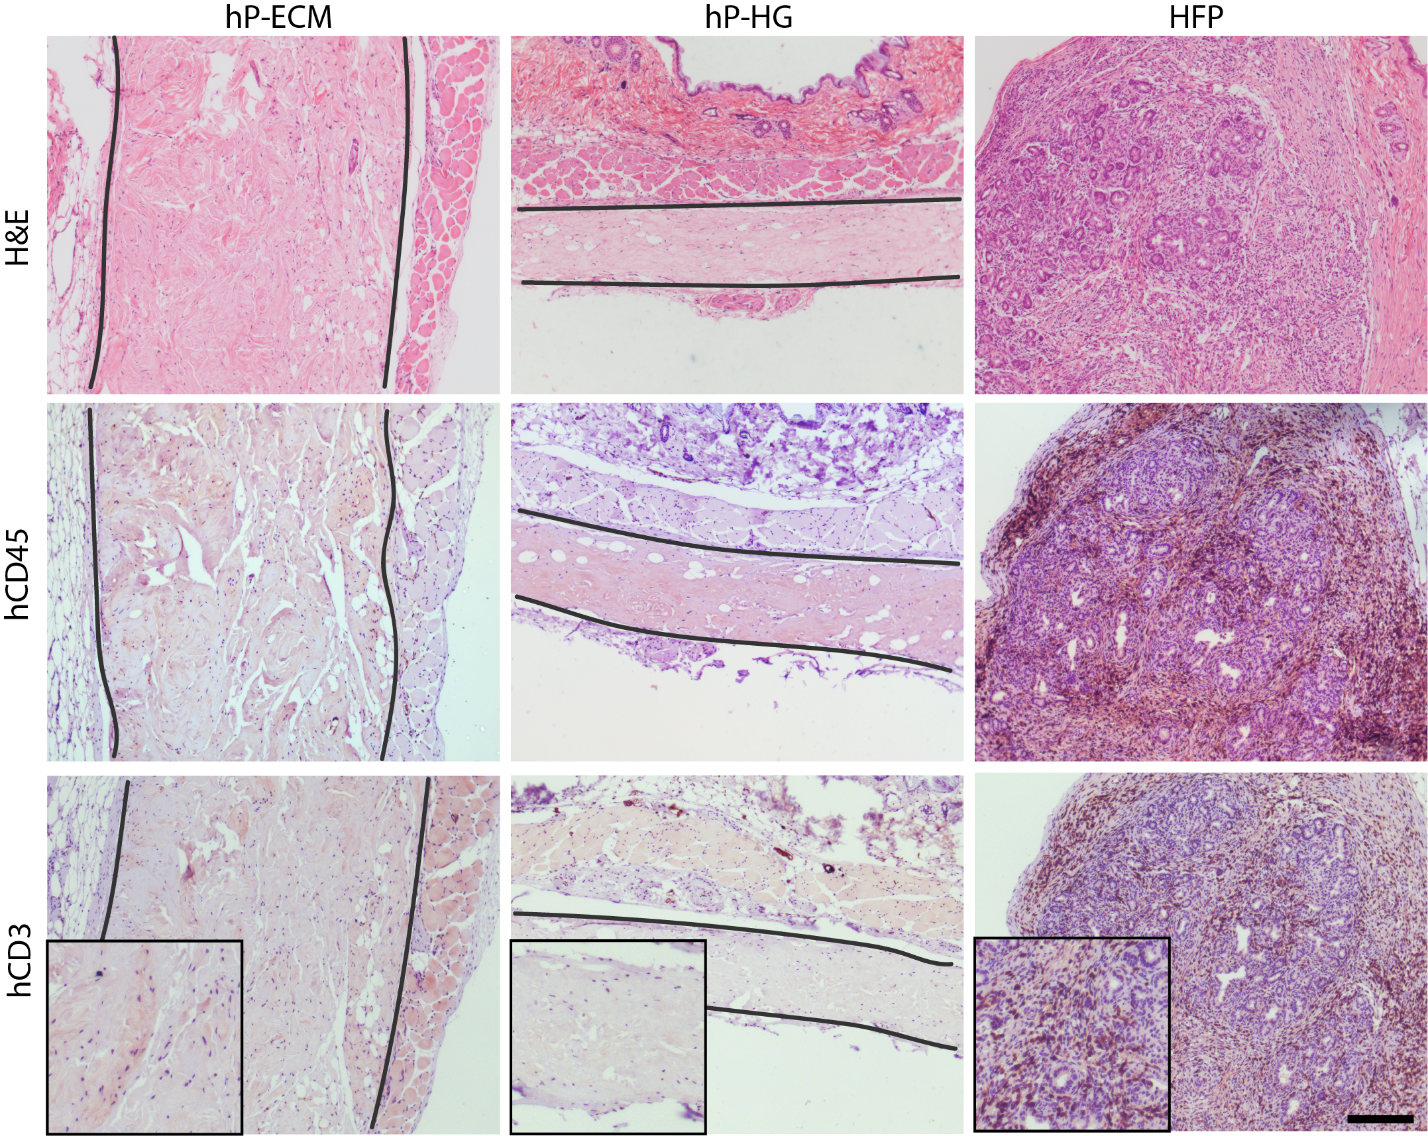

**Supplemental Figure 3: Minimal immune cell infiltration in acellular hP-ECM and hP-HG in humanized mice.**

Representative images of Optimized protocol-derived hP-ECM, hP-HG and allogeneic human fetal pancreas (HFP) grafts transplanted subcutaneously into humanized mice and collected after 4 weeks. Decellularizerd gels and ECM scaffolds were transplanted as acellular materials (without cultured cells) to test immunogenicity of the scaffolds themselves. Each mouse was transplanted with all three materials (N=3 mice). Grafts were stained with H&E to examine general immune infiltration, human CD45 (hCD45) to assess infiltration of human immune cells, and human CD3 (hCD3) to assess infiltration of cytotoxic T cells. hP-ECM and hP-HG had extremely low levels of any human immune cell infiltration, while allogeneic HFP in the same animal was heavily infiltrated with both hCD45+ and hCD3+ cells. Insets show more closely the positive (brown) or negative (only purple nucleus) staining for human CD3 within the different explants. Scale bar = 200 microns.

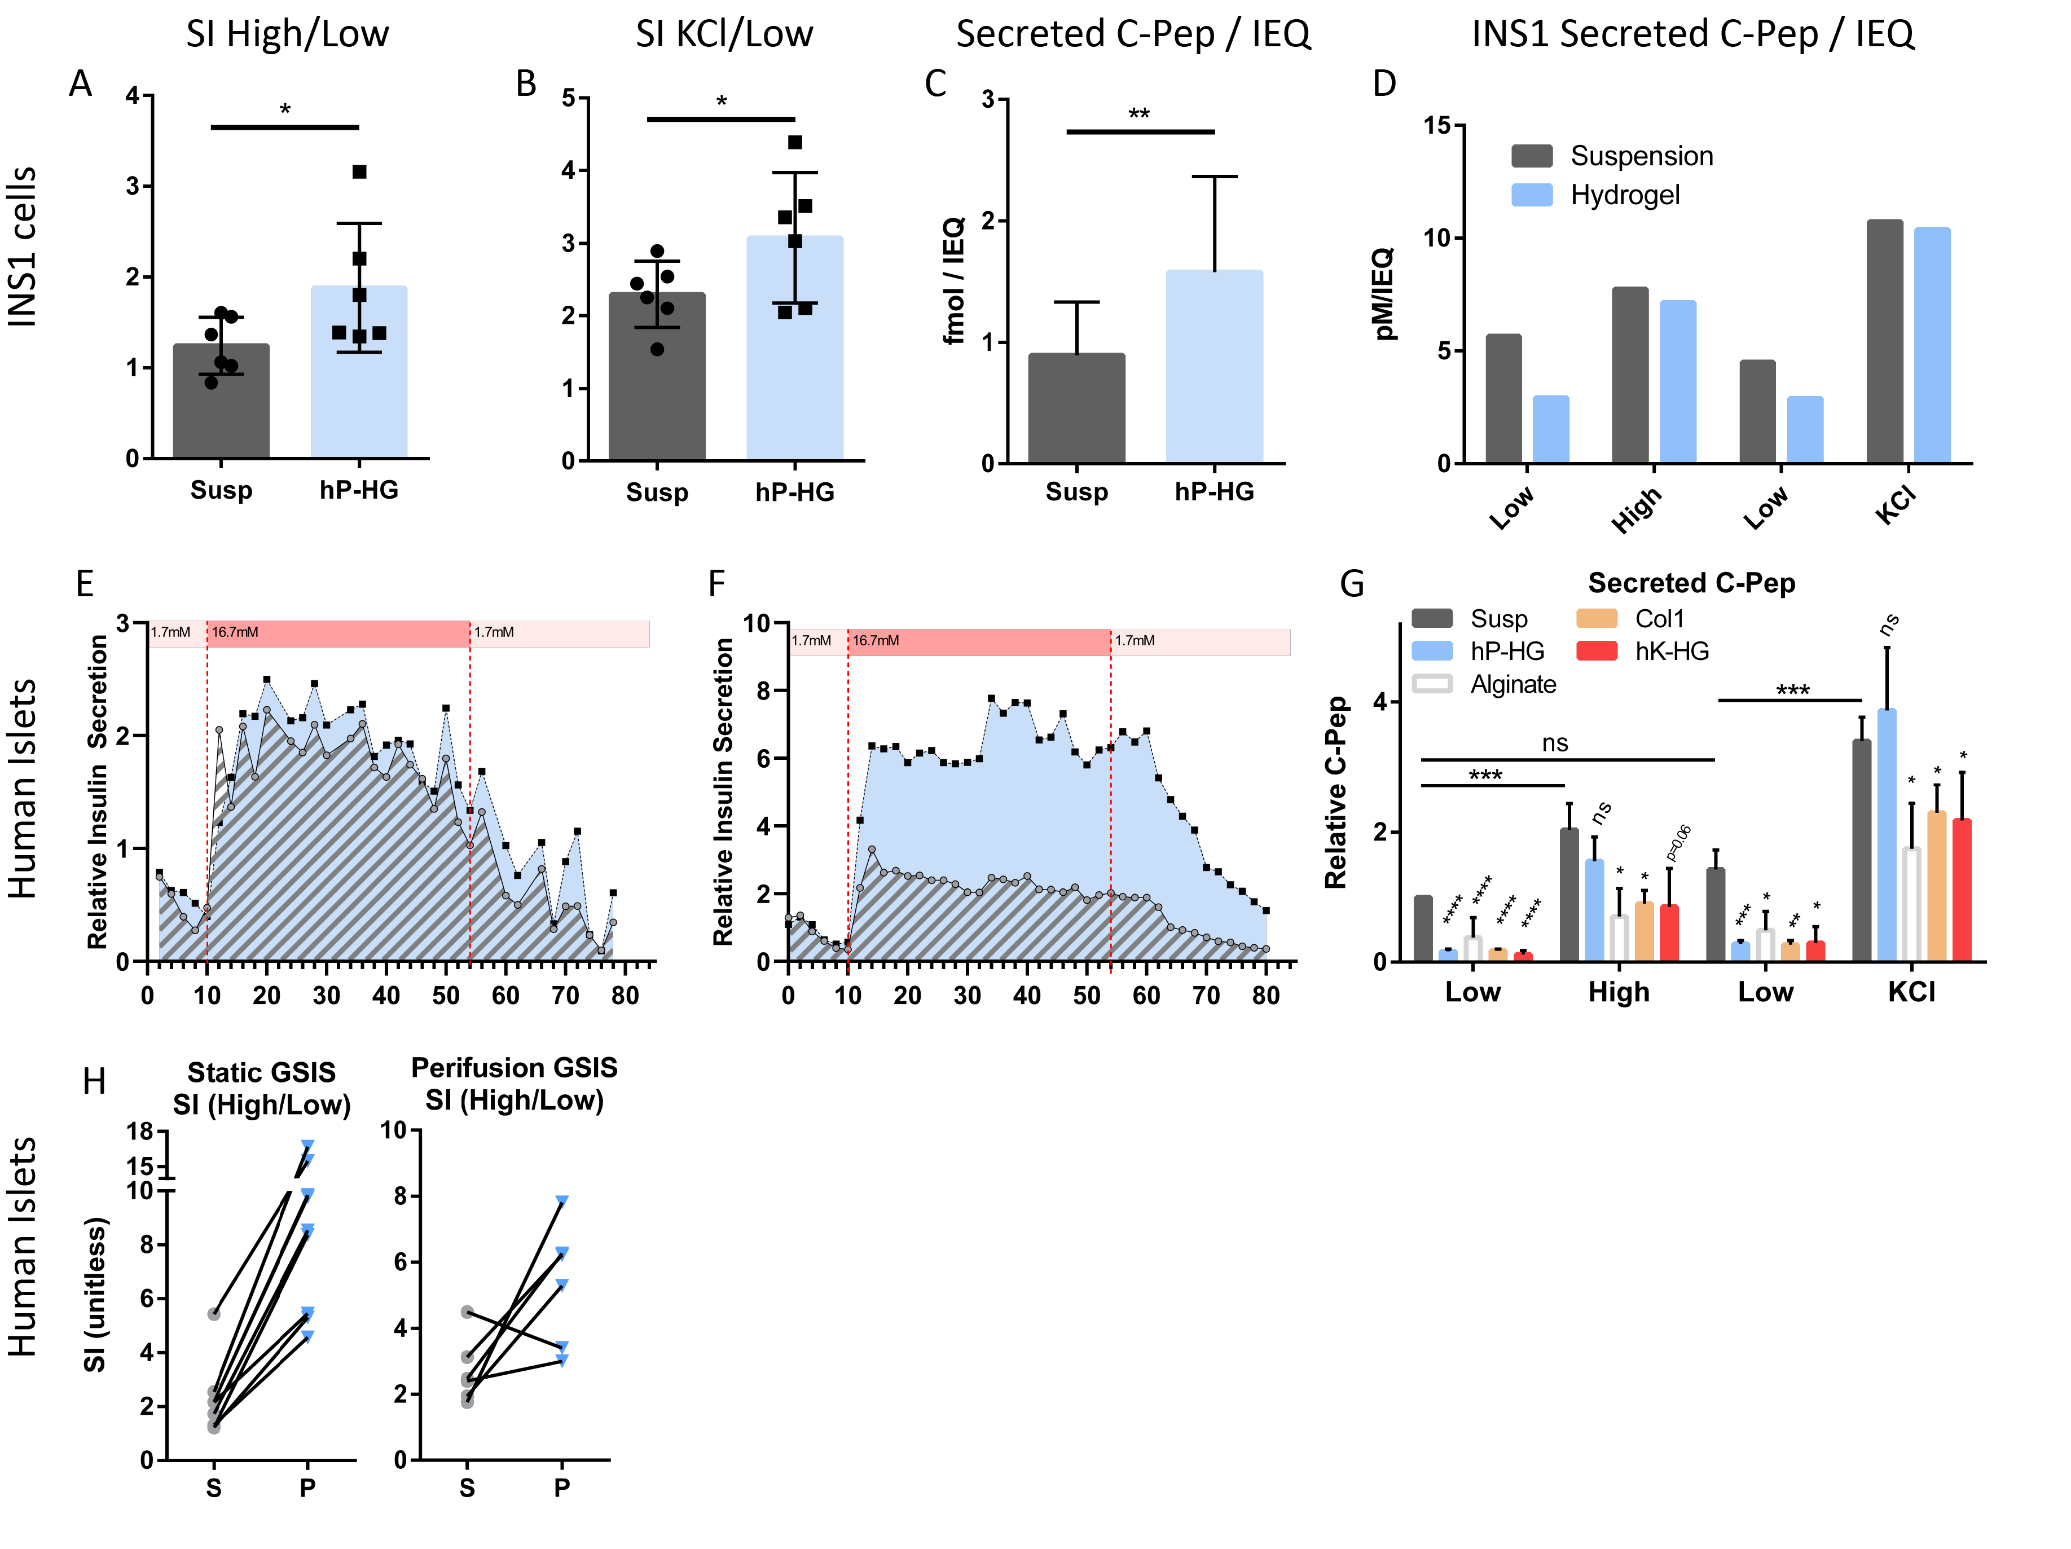

**Supplemental Figure 4: Additional GSIS data after 2 days of culture.**

Stimulation index **(A**, high/low glucose**)** **(B**, KCl/low glucose**)** of INS1 cells cultured as pseudo-islets in suspension or hP-HG, after 2 days of culture, determined by static GSIS. **(C)** Total C-Pep content, and **(D)** Insulin secretion (pM per IEQ) from INS1 cells cultured in suspension (gray) and hP-HG (blue) and exposed to low glucose (2.8 mM), high glucose (28 mM), low glucose and then KCl (30 mM). N=4 biological replicates. **(E-F)** Perifusion GSIS curves for two additional human islet donors; insulin secretion is normalized to first low glucose response (unitless). **(G)** Human islet static GSIS data presented with an alternative normalization, where all measurements for each islet donor and condition are normalized to the C-Pep level secreted under the first low glucose step. This method of analysis reveals that when not normalized as a percentage of total C-Pep content (as in Fig. 3B) the stimulated C-Pep secretion levels (High and KCl) of A,C, and K are significantly lower than those of S and P. **(H)** Stimulation index (high/low) of islets in suspension (S) or hP-HG (P) under static or perifusion GSIS, tracing the SI between islets from the same donor in each treatment group.

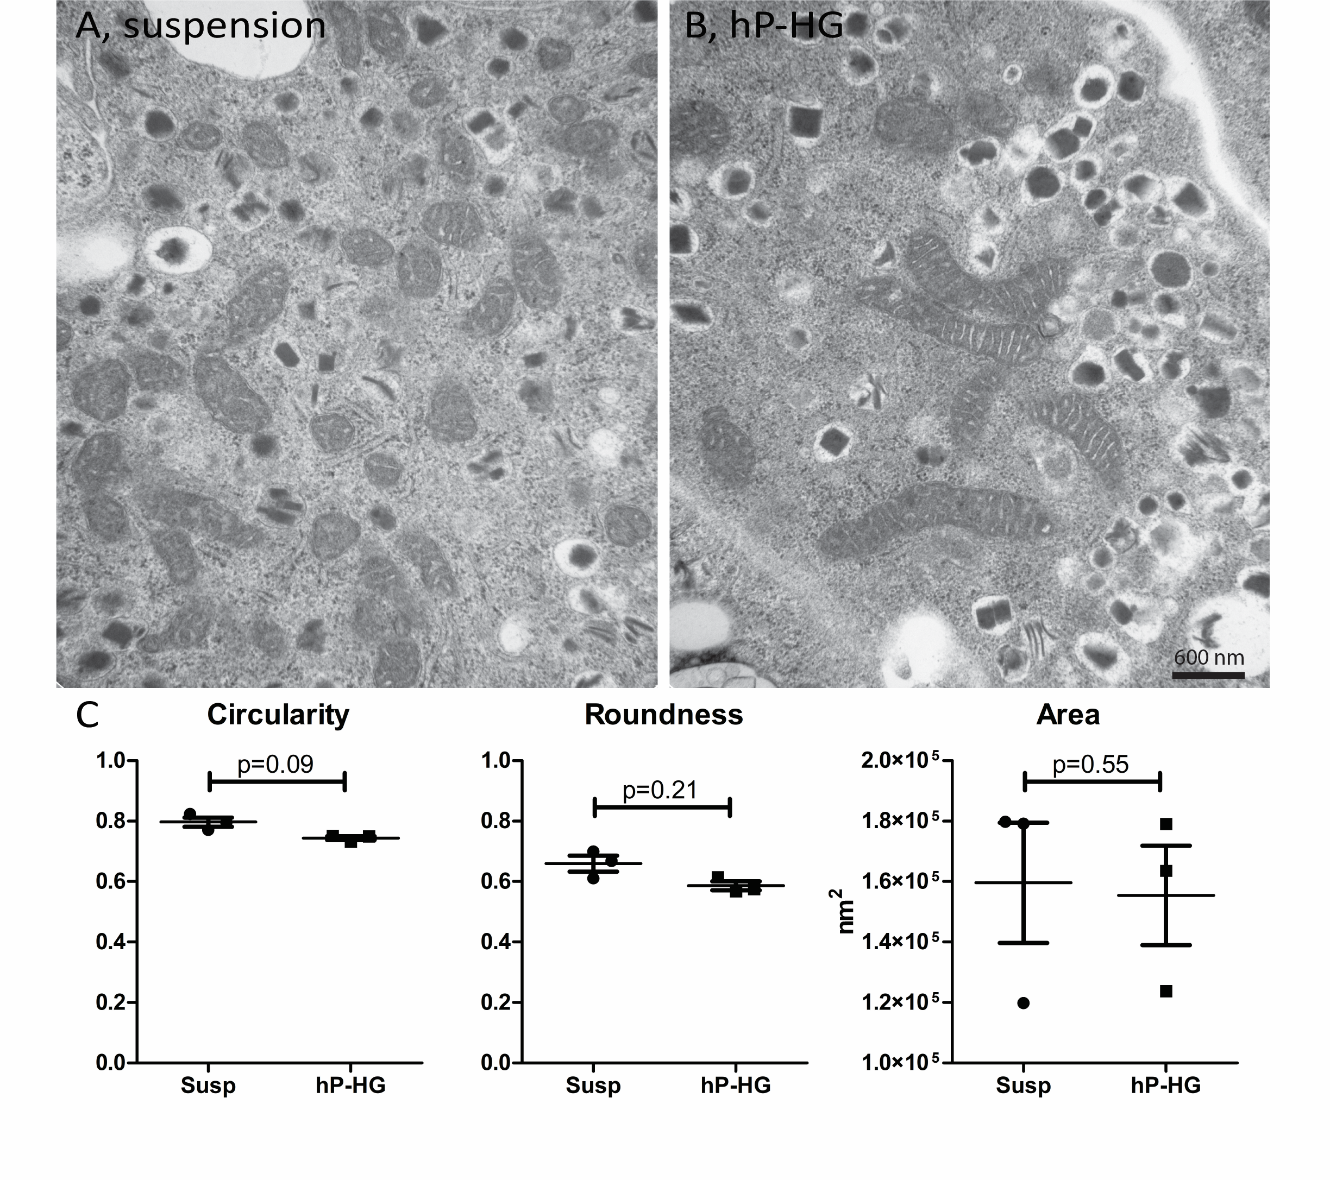
**Supplemental Figure 5: Human islet mitochondria quantifiable phenotypes**

TEM images taken at 25000x were used to quantify mitochondrial phenotypes in islets cultured in suspension **(A)** or hP-HG **(B)** for two days. N=3 islet donors. Scale = 600 nm. **(C)** The circularity (unitless), roundness (unitless), and area (nm^2^) of individual mitochondria from islets cultured in suspension or hP-HG for two days were found to not be statistically different. 98-163 mitochondria were measured per donor for each treatment, N=3 donors.

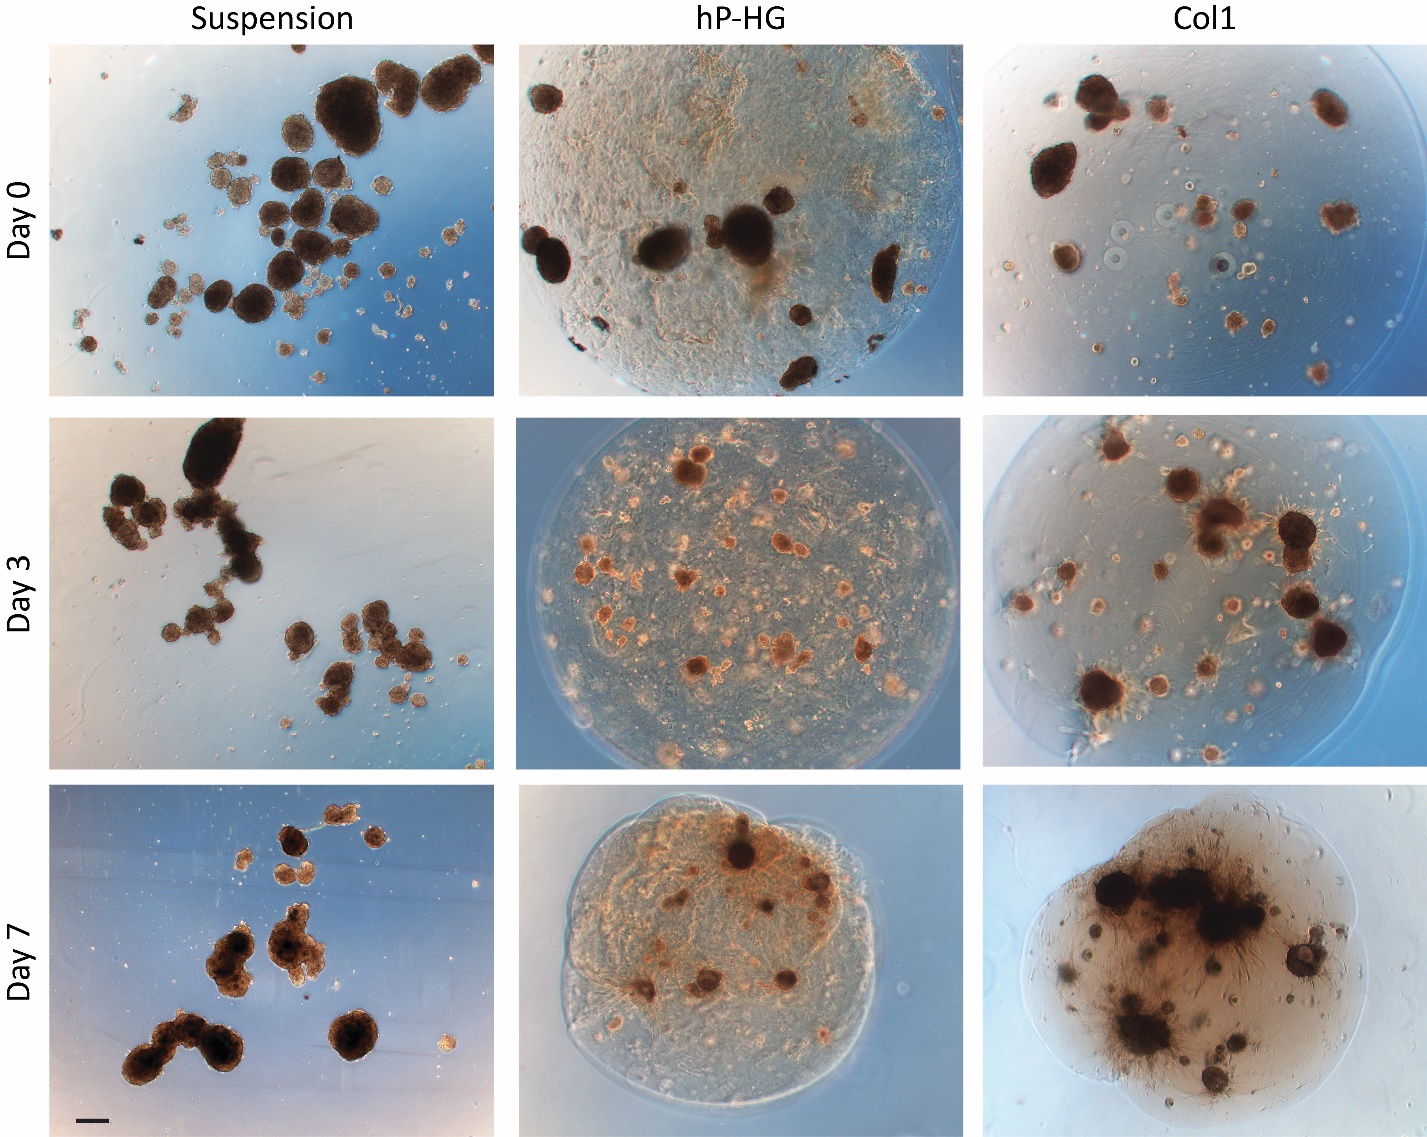

**Supplemental Figure 6: Human islet survival and growth over 7 days**

Representative bright field images of human islets cultured in suspension (left column), hP-HG (middle column), and Col1 hydrogel (right column) on day 0, the day the islets were embedded, 3 days after embedding, and 7 days after embedding. Scale = 200 microns.

**Supplemental Figure 7: Human islet architecture**

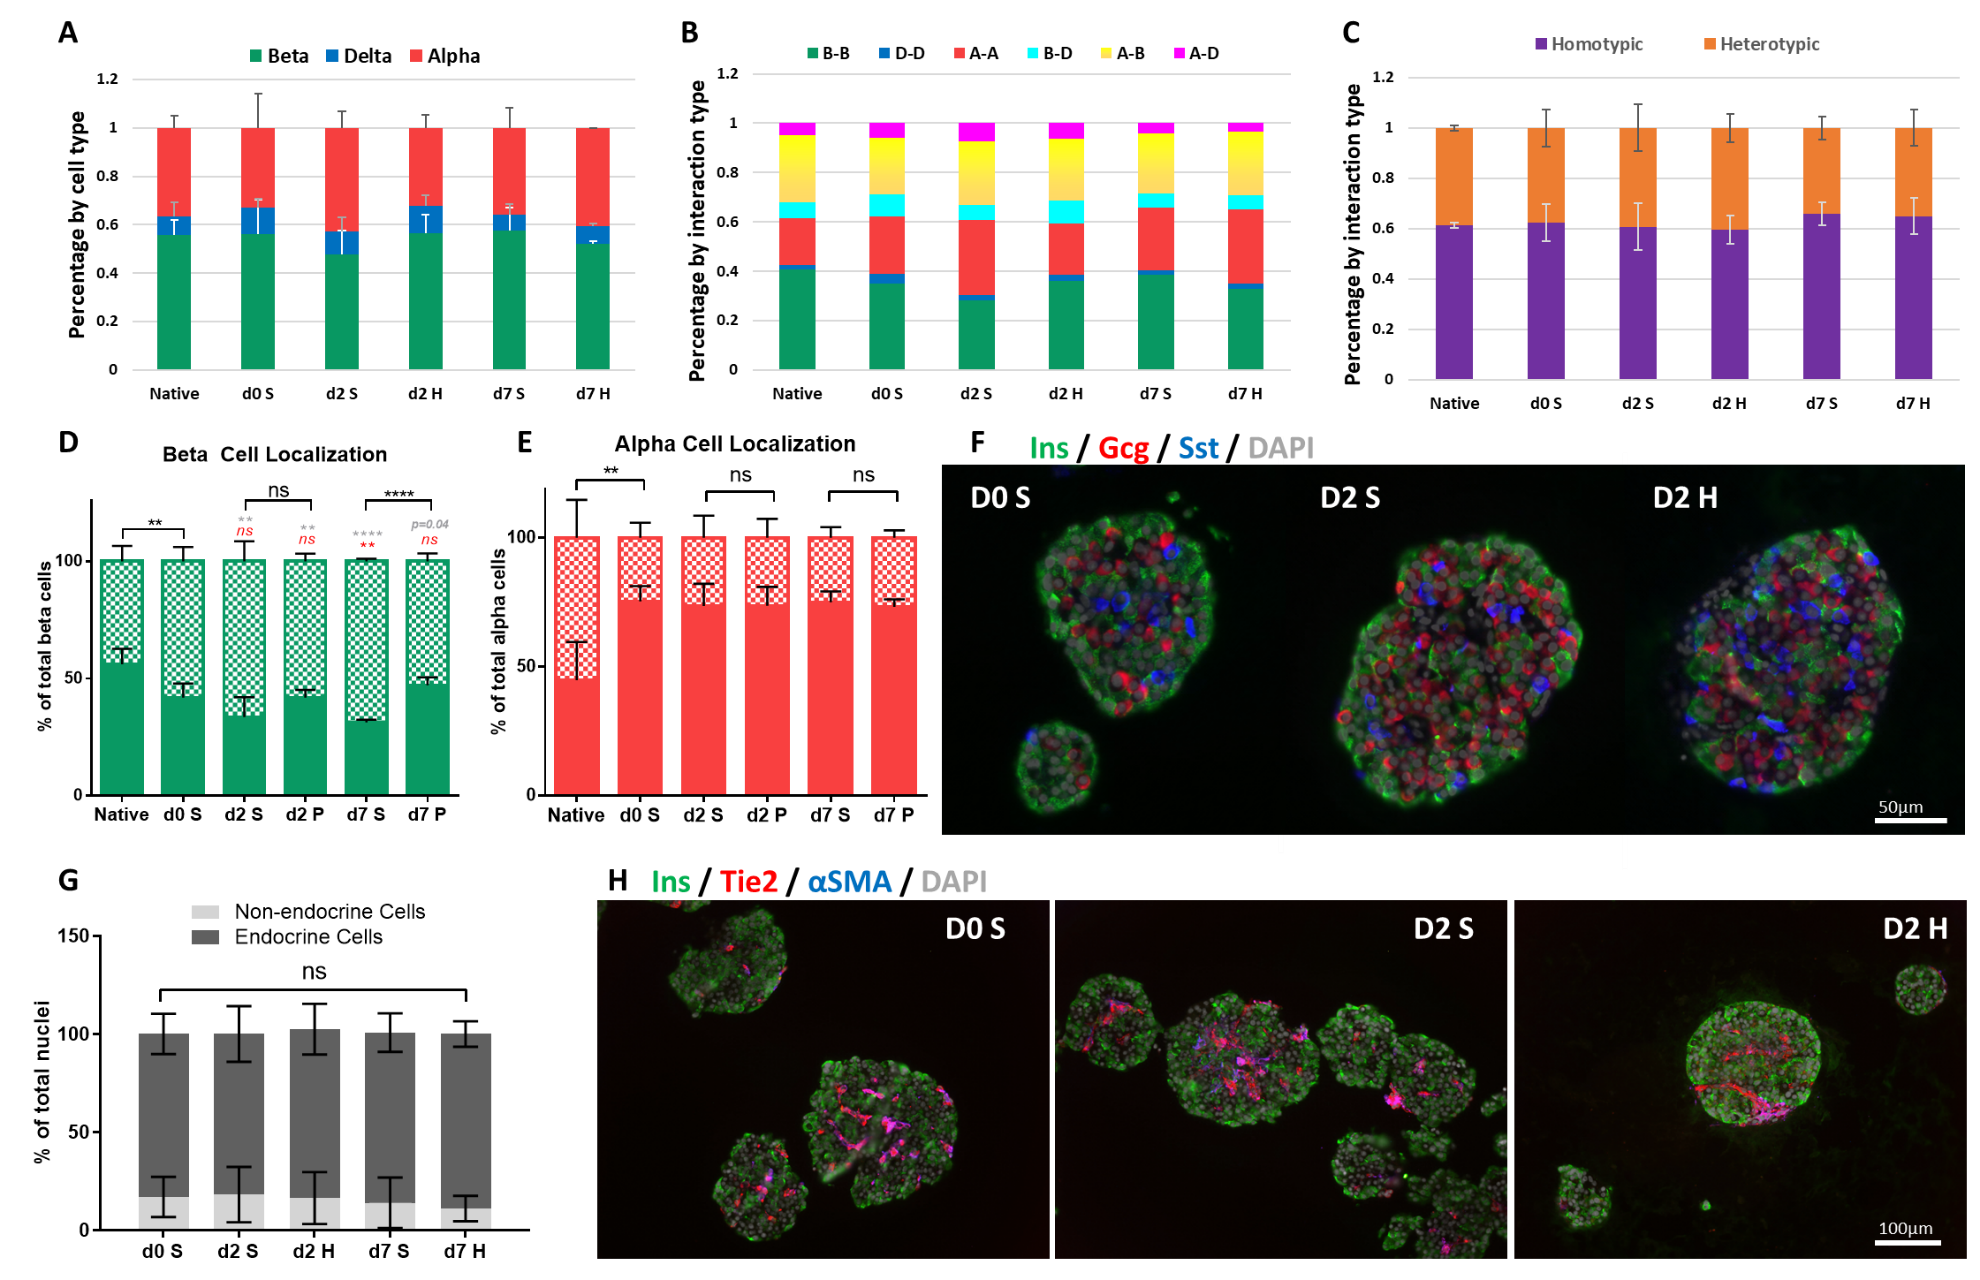

**Supplemental Figure 7: Human islet architecture**

Quantification of human islet architecture measuring the total numbers of alpha, beta and delta cells **(A)**, and the interactions between endocrine cell types among the 5 conditions **(B)** and simplified into homotypic and heterotypic interactions **(C)**. Quantification of the core:mantle arrangement of beta **(D)** and alpha **(E)** cells as a percentage of the total same cell type (core=filled bars, mantle=checkered bars). N=5 islet donors. Statistical comparisons indicated in italics and gray are compared to native islets and in italics and red are compared to “Day 0” islets. (ns = not significant, * p<0.05, ** p<0.01, *** p<0.001, **** p<0.0001) **(F)** Representative images of isolated islets in day 0 and day 2 in suspension (S) or hydrogel (H) culture, stained for insulin (green), glucagon (red), somatostatin (blue) and DAPI (gray), scale = 50 microns. **(G)** Counts for endocrine (dark gray) and non-endocrine (light gray) cells under each condition and time point, as a percentage of total nuclei counted. **(H)** Representative images of isolated islets in day 0 and day 2 in suspension (S) or hydrogel (H) culture, stained for insulin (green), Tie2 (red), αSMA (blue) and DAPI (gray), scale = 100 microns.

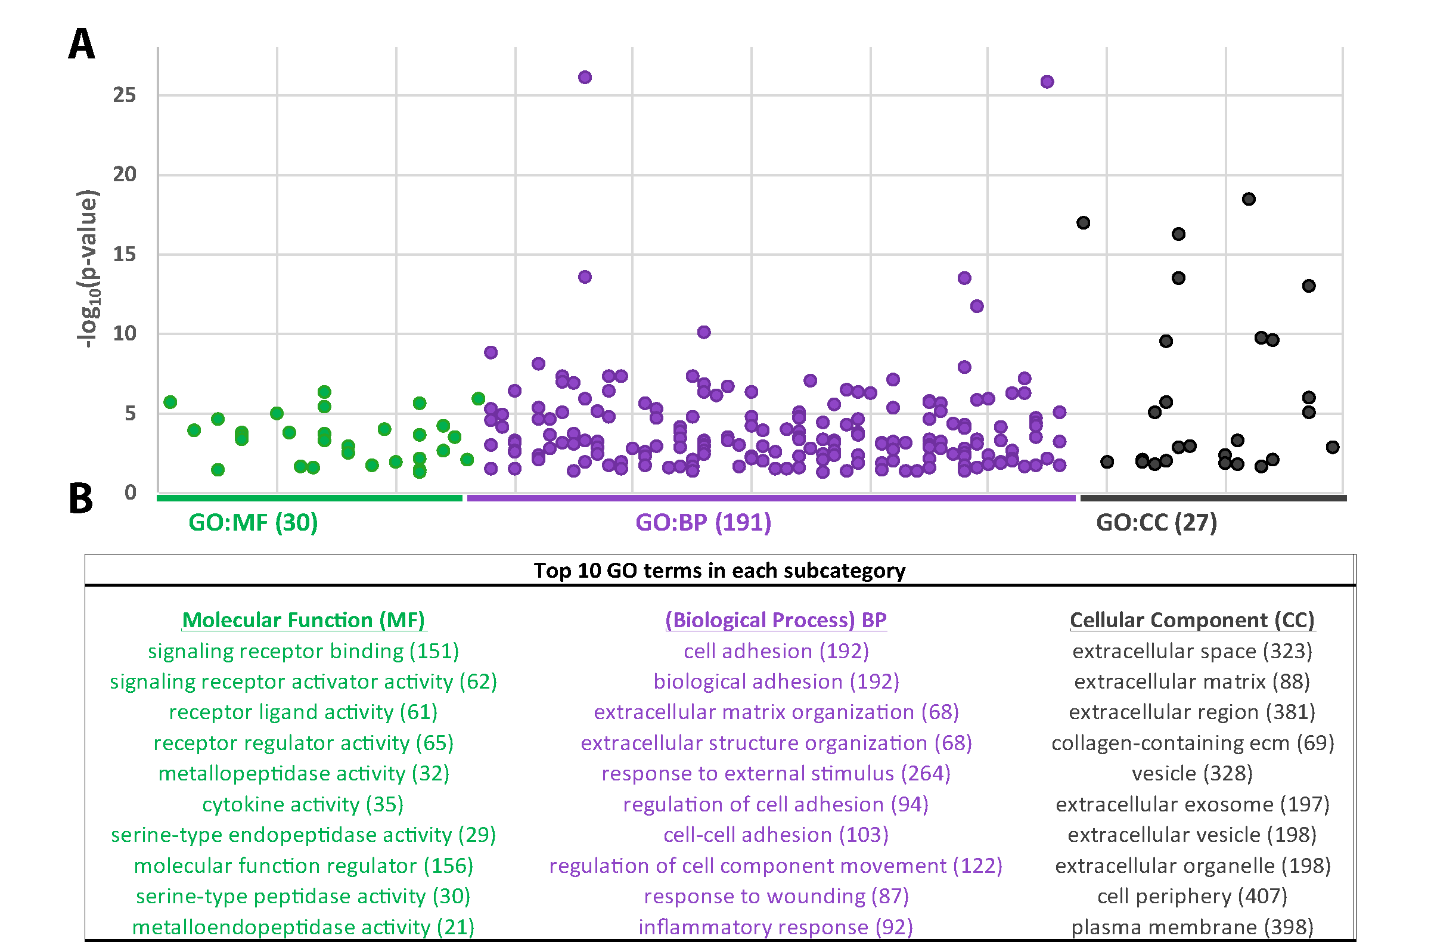

**Supplemental Figure 8: Extracellular signaling-related pathways are significantly influenced by hP-HG culture**

**(A)** Plots showing the three aspects of GO analysis: Molecular Function (MF), Biological Process (BP) and Cellular Component (CC). All pathways found to be significantly altered between suspension and hP-HG treatments are plotted, with the -log_10_(p-value) representing significance on the y-axis. Total number of gene sets identified in each aspect are in parentheses. (N=3 islets donors, each used for both treatments)

**(B)** List of the top 10 terms identified in each aspect, with the number of altered differentially expressed genes (DEGs) in that pathway in parentheses to the right.

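The number of altered genes in a family can be given for the lists used in place of GO terms. With the donor as a block in edgeR's quasi-likelihood test, 19 of the 90 cadherin and protocadherin genes tested passed, as did 15 of 35 serine-type peptidases, 9 of 51 metallopeptidases, 9 of 34 matricellular proteins and proteoglycans, 7 of the 57 genes of the cytokine list, 6 of 23 chemokines and 8 of 20 NF-kB genes. Adjusted over the list alone, these numbers were 31, 18, 13, 15, 13, 8 and 9. Of the 15 serine-type peptidases, 12 were lower in hP-HG. Of the 19 cadherin and protocadherin genes, all but CDH3, CDH22 and PCDH18 were protocadherins named PCDHA or PCDHG. The smaller counts are named here after their values were seen. Of the collagens, COL7A1 (log2 fold change 1.55 with the block) and COL12A1 (0.69) were higher in hP-HG and COL14A1 (-1.01) was lower. Among the laminin genes, LAMB3 (1.18), LAMA1 (0.85) and LAMA5 (0.38) were higher, as were the integrin genes ITGB3 (0.88), ITGA2 (0.67) and ITGB6 (0.50). Of the growth factors, CTGF (0.90) and HBEGF (0.65) were higher, and PDGFD (-0.97), WNT16 (-1.36) and FGF13 (-1.41), one of the intracellular homologs, were lower. In edgeR's quasi-likelihood test without the block, MMP9 and MMP10 were the only genes of the extracellular families past the threshold. DESeq2 without the block called 17 genes of these families.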

**Supplemental References:**

1. Raudvere, U.*, et al.* g:Profiler: a web server for functional enrichment analysis and conversions of gene lists (2019 update). *Nucleic Acids Res* **47**, W191-W198 (2019).

How the deposited data were processed for this re-analysis (not part of the article)

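Gene expression was measured by bulk RNA sequencing in isolated human islets of 3 donors after 2 days in suspension culture or in hP-HG culture, 1 library per donor and treatment, 6 libraries in all. The authors prepared the libraries with a random-primed total RNA kit for small inputs and deposited expected counts per gene from RSEM, unscaled and 1 column per library. The paper's text names neither the aligner nor the genome build, annotation, strand setting or differential expression test. Read filtering and alignment are therefore included in the deposited counts in a form that could not be checked, and genes that overlap on opposite strands were treated as uncertain. RSEM shares reads between near-identical genes by likelihood, which leaves the counts of paralogs and pseudogenes less certain than those of single-copy genes. The gene identifiers were matched to GENCODE release 29 for symbols, gene types and positions on GRCh38, and identifiers without an entry stayed in the library totals and in the tests. Of the 6 columns, all were used.

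The deposited expected counts were rounded to whole numbers. In R 4.3.3 with edgeR 4.0.16, genes were kept by filterByExpr, which left 23861 of 58243, libraries were scaled by TMM, and hP-HG and suspension libraries were compared by the quasi-likelihood test with robust dispersion, Benjamini-Hochberg adjustment and a threshold of 0.05. The threshold was taken from the paper's general statistics section and from the FDR column of Supplemental Table 3. CPM values were computed from the deposited counts with TMM factors. Limma 3.58.1 was used for camera, fry and voom and DESeq2 1.42.0 as a further test. Gene annotation was read and figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

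The donor was left out of the main test, and the same test with the donor as a block was set as an alternative. The pairing comes from the legend of Supplemental Figure 8, which says that each donor was used for both treatments, and from the donor named in each library's title. It was checked by correlating the libraries' deviations from their group means: libraries of the same donor had correlations of 0.451, 0.418 and 0.47 across genes, and libraries of different donors from -0.288 to -0.164.

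The libraries held 51161268 to 62529483 counts. The median gene tested had a mean of 388 counts per library, for which counting alone gives an error of 5.08%. The fits were tested on simulated data drawn from the means, library sizes and donor differences of the real genes, with 200 of 23861 genes changed and 20 more shifted by a smaller amount as a list, 220 in all. False calls are those outside the 220. The quasi-likelihood test recovered 119 of the 200 without the block, with 0 false calls among 119. With the block it recovered 195 of the 200 and 15 of the 20, with 34 false among 244 calls, a larger share than the threshold allows. DESeq2 with the block recovered 194 and 14, with 29 false among 237 calls, and limma-voom with the block 197 and 16, with 52 false among 265. The likelihood ratio test with the block recovered 196 and 15, with 57 false among 268. On simulated lists without a shift, camera gave an unadjusted p-value under 0.05 for 1 of 100 without the block and 2 of 100 with it, and fry for 3 and 6. The simulated counts were drawn independently for each gene and the lists at random. This therefore could not show how camera behaves on lists of genes that vary together, as the real lists may.

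Before the data were examined, the main test, the list of alternatives, the genes to name and 26 gene lists were fixed. The genes named by that rule are the 7 of Supplemental Table 3, the genes of the proteins stained in the paper, and in each direction up to 5 genes past the threshold with the largest log2 fold change, a mean of at least 1 log2 CPM and the same direction in all donors, filled by the smallest unadjusted p-value where fewer passed. Genes named outside it are said to be. Some genes of this rule and of the lists are not reported here by name, though the counts and list values include them. The lists are 10 families of the extracellular space, 3 comparison lists (cytosolic ribosomal proteins, the nuclear oxidative phosphorylation genes and mitochondrially encoded genes), 5 processes (hypoxia response, NF-kB and inflammatory response, ER stress, proliferation and immediate early genes) and 8 cell types (beta, alpha, delta and PP, acinar, ductal, stellate and fibroblast, endothelial, and macrophage and other leukocyte). Several lists were made by patterns of gene names, which also admit some members of another kind: pseudogenes of protocadherins and of oxidative phosphorylation genes, interleukin receptors, a kinase and a protease named after BMPs, and intracellular FGF homologs. The lists were tested by camera with its preset correlation, two-sided, with Benjamini-Hochberg adjustment over the 26 lists. Over-representation of the union of the extracellular families was tested by Fisher's exact test against all genes tested, where at least 20 genes passed.

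The alternatives were the donor block, upper-quartile scaling, DESeq2, the likelihood ratio test of edgeR and limma-voom, the last 3 with and without the block, no filter on low counts, at least 10 counts in every library, other thresholds, leaving out each donor or each single library, fry, and a correlation estimated for each list. Restricting the test to protein-coding genes, upper-quartile scaling with the block, the markers adjusted over the list alone with the block, an estimated correlation with the block, and lists without the members of another kind were added after the data were seen. Random lists matched on mean expression, transcript length and GC content were drawn 10000 times for each list. The GO analysis was not repeated, since no GO annotation was used here. Details of individual donors are not reported. All other experiments of the paper, including staining, insulin secretion, respiration and rheology, were not analysed here.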

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

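These results concern gene lists and a gene class that the paper does not report on as such, although 4 genes of the beta cell and the delta and PP cell lists are markers of Supplemental Table 3. They are the lists among the 26 fixed beforehand in which at least 90% of the genes tested moved in 1 direction, a condition chosen after the values were seen, and the class of processed pseudogenes, which was looked at because it moved. The inflammatory lists are left to the other observations, since the paper discusses inflammation. The tests of other scalings, of a common factor for acinar genes, of ductal genes, of genomic DNA, of the share of endocrine cells, and of matched lists for the ribosomal, respiratory chain and mitochondrial genes were chosen only after the results were seen. Where no other fit is named, list medians in these tests come from the test with the donor block.

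Acinar cell genes were lower in hP-HG culture than in suspension culture. The median log2 fold change of the 22 genes was -1.78, with medians of -1.46, -2.04 and -2.64 in donors 1, 2 and 3, and all 22 were lower (adjusted p = 5.12e-30, camera; 0.446 with fry and 0.0667 with fry and the donor block). Serine-type peptidases share 8 of the 22 genes. All 22 had a mean of at least 1 CPM in these islet libraries, and the most abundant, REG1A, stood at 10.02 on the log2 CPM scale. With the block, 15 of them passed in edgeR's quasi-likelihood test, and 22 adjusted over the list alone. The scaling of the libraries argues against itself as the whole cause, since the median was -2.02 with upper-quartile scaling. None of 10000 random lists matched on expression, transcript length and GC content reached a median as low (0 lists). Reads shared between paralogs are argued against by the genes of the list without a near-identical copy in it, whose median was -2.28. A smaller number of acinar cells and nothing else would lower the abundant acinar genes by 1 common factor in each donor, if only acinar cells expressed them. Whether this holds was not measured. The genes fell by different amounts, from -3.03 for PNLIP to -0.61 for AMY2A and AMY2B together, and in a similar order in all donors (correlations of 0.774, 0.848 and 0.753 between donors across 16 genes or gene pairs). Of AMY2A and AMY2B, the first changed by -3.56 and the second by -0.26 with the donor block. Apart from this pair, the smallest fall was that of SPINK1, at -1.41. The permutation p for equal change, with the pair included, was 1e-04, the smallest that 10000 permutations can give. Genes also expressed in other cells would fall less under a loss of acinar cells alone, so this p-value cannot decide against such a loss. A change of acinar cells to a ductal state cannot be told apart from no such change, because the ductal list, with a median of -0.243, held 5 genes that rose and 10 that fell. A loss of acinar cells in the gel, alone or together with a change in those that remain, may explain the pattern. A difference in how exocrine tissue is retrieved from gel and from medium may do so as well. An effect of the hP-HG culture on acinar cells also stays open and untested.

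Processed pseudogenes had a median log2 fold change of 0.624 over 1725 genes tested. With the donor block the median was 0.66, with 0.68, 0.35 and 0.73 in donors 1, 2 and 3, and 81.3% of them were higher in hP-HG. Antisense genes (0.28), sense intronic genes (0.58) and long intergenic non-coding genes (0.18) also rose, against -0.06 for 16104 protein-coding genes. Of the protein-coding genes called with the block, 329 were higher in hP-HG and 496 lower, a majority that turned to 433 and 333 with protein-coding genes alone scaled and tested. The tables argue against several technical sources. Low counts alone are excluded because processed pseudogenes with a mean of at least 1 CPM had a median of 0.508. A difference in depth is excluded because, with all libraries thinned to the smallest total, the hP-HG libraries still held at least 841 more genes with a count than the suspension library of the same donor. Reads shared with parent genes would move ribosomal protein pseudogenes down with the ribosomal protein genes, but 184 of these pseudogenes had a median of 0.588. Genomic DNA as the only source would raise pseudogenes of few counts alike inside genes and away from them, but those inside rose more by 0.302, and by 0.276, 0.235 and 0.395 in donors 1, 2 and 3. Whether genomic DNA is part of the rise cannot be told apart. Segments of antigen receptor genes and beta defensins with at most 60 counts, a limit set after the values were seen, held 169 counts in suspension and 170 in hP-HG, too few to decide, with a mean log2 change of 0.264 and changes of 0.92, 0.20 and -0.33 in the donors.

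More unspliced or intronic RNA in the hP-HG libraries is a candidate explanation for this rise. Single-exon protein-coding genes inside another gene had a median 0.388 above single-exon genes outside (one-sided permutation p = 1e-05, the smallest that 100000 permutations can give), by 0.40, 0.27 and 0.54 in the donors. Across 1151 pseudogenes with a host gene, the rise went with the host gene's level relative to the pseudogene's own (Spearman rho 0.184, permutation p = 1e-04, the smallest that 10000 permutations can give; 0.106, 0.0964 and 0.17 in the donors). The pseudogene's own level enters this comparison, and rho with the host gene's level alone was 0.123. The relation is weak, and genes are not independent replicates. Pseudogenes on the strand opposite to the host gene rose as much (0.81) as those on the same strand (0.77). The paper does not state whether the counting used strand, so this does not separate the sources. An effect of hP-HG culture on RNA processing or on nuclear RNA, and a difference in RNA isolation from gel, both stay open and untested.

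Genes of cytosolic ribosomal proteins had a median log2 fold change of -0.332 over 78 genes, all lower in hP-HG, and nuclear oxidative phosphorylation genes had -0.253 over 86 genes, 81 of them lower, or 78 with upper-quartile scaling and the donor block (4 of the 86 are pseudogenes, without which 79 of 82 were lower, with a median of -0.26; adjusted p = 1.16e-17 and 9.53e-14, camera; 0.446 for both with fry and 0.188 with fry and the donor block). Donor 3 moved most: the ribosomal medians were -0.23, -0.17 and -0.69 in donors 1, 2 and 3, and the respiratory chain medians -0.14, -0.14 and -0.50. Without donor 3 both lists still passed (adjusted p = 3.05e-08 and 2.85e-06, camera). Of 10000 matched random lists, 0 reached a median as low as either list. The matched lists themselves fell, however, with medians of -0.18 and -0.16, so that part of each fall is shared with other abundant genes of similar length and GC content. Upper-quartile scaling left medians of -0.29 and -0.196. Lower ribosomal and respiratory chain transcription in hP-HG culture stays open as an untested hypothesis, beside a difference in RNA recovery that would act on short abundant transcripts in particular.

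Mitochondrially encoded genes had a median log2 fold change of -0.32 over 13 genes, all lower in hP-HG, with -0.32, -0.39 and -0.25 in donors 1, 2 and 3 (adjusted p = 5.1e-05, camera; 0.446 with fry and 0.0667 with fry and the donor block). The scaling is argued against as the whole cause, since the median was -0.248 with upper-quartile scaling. Of 10000 random lists matched on expression, length and GC content, 3435 had a median as low, and the median of these lists was -0.30. The fall is thus consistent with an effect of expression level, length or GC content, and nothing here separates it from the change of other genes alike in these. An effect of hP-HG culture on mitochondrial transcripts stays open and untested.

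Beta cell genes had a median log2 fold change of -0.40 over 15 genes, and delta and PP cell genes of -0.385 over 9 genes, with every gene of both lists lower in hP-HG (adjusted p = 0.00209 and 0.00195, camera; 0.634 and 0.446 with fry, and 0.0667 for both with fry and the donor block). All 24 genes had a mean of at least 1 CPM, and the most abundant, INS, stood at 15.26 on the log2 CPM scale. The beta cell list holds 3 of the markers of Supplemental Table 3 and the delta and PP cell list 1. Donor medians were -0.25, -0.41 and -0.42 for beta cell genes and -0.27, -0.53 and -0.51 for delta and PP cell genes. None of the 24 genes passed in edgeR's quasi-likelihood test without the block, where 0 beta cell genes and 2 delta and PP cell genes had an unadjusted p-value under 0.05. With the block, 7 beta cell genes passed, and 13 adjusted over the list alone, against 2 and 6 delta and PP cell genes. Of 10000 matched lists, 0 reached a median as low as the beta cell list, and the median stayed at -0.311 with upper-quartile scaling. A lower share of endocrine cells in the hP-HG libraries would raise the genes of all other cell types alike. The highest median among the 5 other cell type lists was -0.0165, and the acinar list fell far below it, which argues against this as the only cause. Lower expression of these genes in hP-HG culture, and a lower endocrine share together with other losses, may each contribute and were not separated.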

How the results depend on the processing

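The number of genes past the threshold depended on the test and on the donor block more than on scaling or filtering. Against 5 genes (2 higher in hP-HG, 3 higher in suspension) in the quasi-likelihood test without the block, the block gave 1131 (606 and 525). DESeq2 gave 202 (130 and 72), and 1658 (787 and 871) with the block. The likelihood ratio test gave 135 (97 and 38), and 1886 (1150 and 736) with the block. Limma-voom gave 0 (0 and 0; 2180 at an unadjusted p-value under 0.05), and 1191 (648 and 543) with the block. No filter on low counts gave 21 (10 and 11), at least 10 counts in every library 8 (2 and 6), an adjusted p-value under 0.1 10 (3 and 7), and one under 0.01 0 (0 and 0; 2084 at an unadjusted p-value under 0.05). Upper-quartile scaling and a fold change of at least 2 gave 5 each. Chosen after the data were seen, protein-coding genes only gave 5, and 766 (433 and 333) with the block, and upper-quartile scaling with the block gave 1323 (964 and 359). All 5 genes were among the calls of every fit above that made calls at an adjusted p-value under 0.05. Why the tests differ was not tested; the block removes the spread between donors by its construction, and in simulated counts 34 of its 244 calls were false.

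Across the fits that left out a donor or a library, with and without the block, 0 to 1156 genes passed, 0 to 443 higher in hP-HG and 0 to 713 higher in suspension. Every fit of this kind without the block gave 0, with 812 to 2510 genes at an unadjusted p-value under 0.05, as fewer samples would. With the block, 508 passed without donor 1, 1156 without donor 2 and 227 without donor 3, and without donor 2 and without donor 3 the majority turned to genes higher in suspension (443 against 713, and 103 against 124), while without donor 1 it did not (323 against 185). The number of genes with enough counts to test was 23861, against 40702 with no filter. The depth limits which genes can be tested: the others had too few counts.

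No endocrine marker passed, except that DESeq2 with the block called 1 (NKX6-1, adjusted p = 0.0261, where its adjusted p-values ran from 0.0261 to 0.999 over 25 alternatives in which it was tested) and that the adjustment over the list alone with the block, chosen after the data were seen, called 4. The cause was not tested. With the block, 8 more of the named genes passed in edgeR's quasi-likelihood test: LAMA1, LAMA5, OGN, TAGLN, MKRN5P, FTX, SLC3A1 and GATM. COL6A2 passed in 1 alternative, upper-quartile scaling with the block (adjusted p = 0.0489, edgeR's quasi-likelihood test, where its adjusted p-values ran from 0.0489 to 0.999).

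Camera placed 17 of 26 lists past the threshold. The block gave 20, upper-quartile scaling and the filter of at least 10 counts gave 16 each, and leaving out a donor 16 or 17. Fry gave 0 (1 list at an unadjusted p-value under 0.05), fry with the block 0 (13), the estimated correlation 0 (1), and with the block, chosen after the data were seen, 0 (5). The estimated correlation replaces the preset one of camera by a value taken from the libraries. Fry asks another question, whether the genes of a list change at all, while camera compares them with all other genes. With the block, collagens, laminins and immediate early genes passed as well. Without list members of another kind, an alternative chosen after the data were seen, the same 17 lists passed, and 20 with the block. Alpha cell genes lost their call with upper-quartile scaling (adjusted p = 0.052, camera) and with at least 10 counts in every library. Directions of lists are given here as camera or fry reports them, not by the median. The growth factor list turned to higher in hP-HG with an adjusted p-value of 0.895 with the block (camera), 0.949 and 0.66 (fry without and with the block), 0.518 (camera, at least 10 counts), 0.927 and 0.632 (camera, without members of another kind, without and with the block) and 0.898 (camera, estimated correlation with the block), and ran from 0.608 to 0.86 (camera) with a donor left out. The matricellular list turned likewise with 0.709 (camera with the block), 0.681 (the same, without members of another kind), 0.717 (fry with the block) and 0.865 (camera, estimated correlation with the block). With a donor left out, the collagen list ran from 0.0334 to 0.858 and the stellate cell list from 0.365 to 0.671 (camera), both turning lower in hP-HG without donor 3, as the growth factor list turned higher. Collagens passed without donor 1 (0.0334, camera) and laminins without donor 2 (0.0158, camera). The cause was not tested.

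Over-representation of the extracellular families was not computed for the 5 genes past the threshold or with a donor left out and no block, where 0 genes passed, because it was set to need at least 20. It was not run with the block and a donor left out. With no such value to compare them to, the odds ratios are given alone: 5.09 with the block, 5.37 with DESeq2, 4.01 with the likelihood ratio test and the block, and 2.96 for the 500 genes with the smallest p-values.

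Log2 fold changes near 0 changed sign. SST was 0.0038 with upper-quartile scaling. COL1A1 turned positive with the block (0.047), upper-quartile scaling (0.044), DESeq2 and the block (0.039), the likelihood ratio test and the block (0.047), limma-voom (0.054), limma-voom and the block (0.048), at least 10 counts (0.0039), protein-coding genes only (0.028, or 0.097 with the block) and upper-quartile scaling with the block (0.11). With upper-quartile scaling, at least 10 counts, protein-coding genes only without and with the block, and upper-quartile scaling with the block, COL1A2 was 0.068, 0.024, 0.051, 0.032 and 0.048, and COL3A1 0.057, 0.015, 0.041, 0.034 and 0.050. In the fits that each left out a donor or a library, SST ran from -0.27 to 0.18, CHGA from -0.094 to 0.47, UCN3 from -0.55 to 0.083, MKI67 from -0.36 to 0.56, ACTA2 from -0.11 to 1.02, COL1A1 from -0.36 to 0.50, COL1A2 from -0.37 to 0.33, COL3A1 from -0.25 to 0.24, COL4A1 from -0.11 to 0.18, COL4A2 from -0.084 to 0.27, COL5A1 from -0.38 to 0.44, COL6A1 from -0.16 to 0.54, COL6A2 from -0.013 to 0.58, COL6A3 from -0.71 to 0.050, FN1 from -0.25 to 0.64, LAMA2 from -0.54 to 0.21 and LAMA3 from -0.13 to 0.53. Counting each named gene in each fit, and apart from reversals, fits on all libraries gave 65 calls that the quasi-likelihood test without the block did not make and lost 5, and fits with a donor or library left out gave 16 and lost 45. The other named genes kept their direction in every alternative run.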

Differences from the paper's values

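The paper reports 1633 genes as significantly different between the treatments, and 5 passed here in edgeR's quasi-likelihood test without the donor. Of the alternatives set before the data were examined, those within 1.5 times the paper's number were the quasi-likelihood test with the donor block (1131 genes), DESeq2 with the block (1658), the likelihood ratio test with the block (1886), limma-voom with the block (1191), and the block without donor 2 (1156). None of the tests without the block came as close. Upper-quartile scaling with the block, chosen after seeing the values, gave 1323.

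The paper reports 1078 genes higher in hP-HG, against 2 here. DESeq2 with the block (787) and the likelihood ratio test with the block (1150) came within 1.5 times the paper's number, as did upper-quartile scaling with the block (964), which was chosen after seeing the values; the other alternatives set before the data were examined did not. The paper reports 555 genes higher in suspension, against 3 here. The block (525), the likelihood ratio test with the block (736), limma-voom with the block (543) and the block without donor 2 (713) came within 1.5 times the paper's number, and the other alternatives set before the data were examined did not. The likelihood ratio test with the block was the only setting within 1.5 times of all 3 of the paper's numbers.

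The paper gives its depth as 200 M reads (M for mega), and the deposited counts sum to 345 M over the 6 libraries. The paper does not say whether its number is per library, and counts on genes are not the same as reads sequenced. No alternative bears on this.

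Supplemental Table 3 gives no direction for its fold changes, which were compared for 6 markers. Taken as hP-HG over suspension, all 6 would point the other way here. SST, CHGA, NKX6-1 and UCN3 would still be within 1.5 times of the paper's values. Only as suspension over hP-HG do all 6 point the same way as in the paper. On that scale INS was 1.32 against the paper's 1.261, NKX6-1 1.23 against the paper's 1.214, and CHGA 0.857 against the paper's 0.846, and all 6 were within 1.5 times of the paper's. The adjusted p-values of 2 of them did differ. The paper's FDR for NKX6-1 is 0.23, against 0.634 here (edgeR's quasi-likelihood test). Of the alternatives set before the data were examined, the block without donor 1 (0.197) and without donor 3 (0.268, edgeR's quasi-likelihood test) came within 1.5 times, and the others did not. DESeq2 with the block called NKX6-1 (adjusted p = 0.0261), which the paper lists as not significant. The paper's FDR for UCN3 is 0.27, against 0.857 here (edgeR's quasi-likelihood test). DESeq2 with the block (0.197), edgeR's likelihood ratio test with the block (0.197), and the quasi-likelihood test with the block without donor 1 (0.218) and without donor 2 (0.202) came within 1.5 times, and the others did not. Adjusted over the list alone with the block, an alternative chosen after seeing the values, 4 of the markers passed that the paper lists as not significant.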

Other observations

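The tests of leukocyte genes, of immediate early genes and of the splits behind the gene counts were chosen only after the results were seen.

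Chance divisions of the libraries give a measure for the counts of genes and lists. Of the 10 ways to divide the 6 libraries into groups of 3, only 1, the real one, gave as many genes past the threshold without the donor block (5, against 0 in all others), and likewise 1 of 10 for the genes higher in hP-HG and 1 of 10 for those higher in suspension. With the block, of the 4 divisions that part all 3 pairs, 1 gave as many genes (1131, against at most 1) and 1 as high an odds ratio of extracellular families among the calls, since the others made too few calls for the test. For the number of lists past the threshold of camera, 2 of the 10 divisions gave as many (17 in the real one, 4 to 21 in the others). The division with 21 parts 1 of the 3 pairs; among those that part all 3, the real one gave the most (17, against 10, 4 and 15), and with the block 1 of 4 (20, against 12, 5 and 16). The other divisions that part all pairs exchange the treatments of a single donor and so mix its difference into the comparison. With 10 or 4 divisions a share under 0.05 cannot be reached, so none of these counts excludes a chance division.

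A hypothesis for the higher NF-kB and chemokine genes in hP-HG is a larger number of leukocytes in those cultures. The leukocyte list had a median of -0.139 with the donor block, where 10 of its genes fell and 5 rose. Its most abundant genes CD74 and CD68, at 6.21 and 6.14 on the log2 CPM scale, changed by -0.20 and -0.18. LYZ fell by more, at -1.51, while CSF1R (0.42) and CD14 (0.22) rose. This argues against more leukocytes of all kinds as the source. It cannot exclude more of some kinds, since genes of the list moved both ways. All 15 leukocyte genes had a mean of at least 1 CPM in these islet libraries. Expression level, length and GC content are argued against by the matched lists, of which 0 in 10000 had a median as high as the NF-kB list. A response to handling at harvest may contribute: immediate early genes, 18 genes of which 16 rose, had a median of 0.218, well below the NF-kB list. They passed with the block (adjusted p = 0.0116, camera) and not without it (0.215). Handling and hP-HG culture cannot be told apart here, because all hP-HG libraries came from gel. An inflammatory response to hP-HG culture stays open and untested.

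The leukocyte list had donor medians of -0.32, 0.06 and -0.02 without the block, against 0.52, 1.53 and 0.64 for the NF-kB list, which shares 6 genes with the chemokines and 2 with the other cytokines.

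The remaining lists moved little or not evenly. Without the block, hypoxia response genes had a median log2 fold change of -0.18 over 20 genes (adjusted p = 0.0161, camera), ER stress genes -0.02 over 15 (0.499) and proliferation genes -0.14 over 20 (0.374). Among cell types, alpha cell genes had -0.22 over 13 genes (adjusted p = 0.046, camera), ductal genes -0.22 over 15 (0.00209), endothelial genes -0.18 over 15 (0.00575), leukocyte genes -0.16 over 15 (0.00724) and stellate cell and fibroblast genes -0.02 over 16 (0.638). With upper-quartile scaling and the block, the ER stress and stellate cell medians turned to 0.04 and 0.05. Of the 16 stellate cell and fibroblast genes, 9 also belong to other lists. Without donor 2 the alpha cell and endothelial lists no longer passed (adjusted p = 0.227 and 0.0893, camera), and without donor 1 the leukocyte list did not (0.0525). All of them failed with fry.

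The genes of proteins that the paper stained at other times or in the gel were measured here after 2 days. Of 21 such genes, 0 passed without the donor block in edgeR's quasi-likelihood test, with 2 at an unadjusted p-value under 0.05, OGN and LAMA5, and 1, OGN, passed adjusted over the list alone. The proliferation gene MKI67 had a log2 fold change of 0.15 (adjusted p = 0.95, edgeR's quasi-likelihood test), the endothelial gene TEK of -0.51 (0.632) and ACTA2, whose exons overlap FAS and ACTA2-AS1, of 0.56 (0.673). TEK was lower in all 3 donors, while MKI67 and ACTA2 rose in donors 1 and 3 and fell in donor 2. The chains COL1A1, COL1A2, COL3A1, COL4A1, COL4A2, COL5A1, COL6A1, COL6A2 and COL6A3 lay between -0.35 and 0.28, and FN1 at 0.13, with adjusted p-values from 0.814 to 1 in edgeR's quasi-likelihood test. With the block 3 genes passed in edgeR's quasi-likelihood test: LAMA1 (log2 fold change 0.85, adjusted p = 0.00701), OGN (1.66, adjusted p = 0.0386) and LAMA5 (0.38, adjusted p = 0.0493), whose exons overlap ADRM1. Over all alternatives their adjusted p-values ran from 2.49e-05, 0.00292 and 0.0134 in turn to 0.999. OGN was rare, at 1.02 ± 0.101 CPM in hP-HG and 0.321 ± 0.0575 CPM in suspension (SD, n = 3 each). LAMA2, LAMA3, LAMA4, LAMB1 and LAMC1 lay between -0.27 and 0.24.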
